# Epigenetic Enhancer Marks and Transcription Factor Binding Influence Vκ Gene Rearrangement in Pre-B Cells and Pro-B Cells

**DOI:** 10.3389/fimmu.2018.02074

**Published:** 2018-09-13

**Authors:** Eden Kleiman, Salvatore Loguercio, Ann J. Feeney

**Keywords:** repertoire, enhancer, V(D)J recombination, pro-B cells, pre-B cells, immunoglobulin, Next Generation Sequencing

## Abstract

To date there has not been a study directly comparing relative Igκ rearrangement frequencies obtained from genomic DNA (gDNA) and cDNA and since each approach has potential biases, this is an important issue to clarify. Here we used deep sequencing to compare the unbiased gDNA and RNA Igκ repertoire from the same pre-B cell pool. We find that ~20% of Vκ genes have rearrangement frequencies ≥2-fold up or down in RNA vs. DNA libraries, including many members of the Vκ3, Vκ4, and Vκ6 families. Regression analysis indicates Ikaros and E2A binding are associated with strong promoters. Within the pre-B cell repertoire, we observed that individual Vκ genes rearranged at very different frequencies, and also displayed very different Jκ usage. Regression analysis revealed that the greatly unequal Vκ gene rearrangement frequencies are best predicted by epigenetic marks of enhancers. In particular, the levels of newly arising H3K4me1 peaks associated with many Vκ genes in pre-B cells are most predictive of rearrangement levels. Since H3K4me1 is associated with long range chromatin interactions which are created during locus contraction, our data provides mechanistic insight into unequal rearrangement levels. Comparison of Igκ rearrangements occurring in pro-B cells and pre-B cells from the same mice reveal a pro-B cell bias toward usage of Jκ-distal Vκ genes, particularly Vκ10-96 and Vκ1-135. Regression analysis indicates that PU.1 binding is the highest predictor of Vκ gene rearrangement frequency in pro-B cells. Lastly, the repertoires of iEκ^−/−^ pre-B cells reveal that iEκ actively influences Vκ gene usage, particularly Vκ3 family genes, overlapping with a zone of iEκ-regulated germline transcription. These represent new roles for iEκ in addition to its critical function in promoting overall Igκ rearrangement. Together, this study provides insight into many aspects of Igκ repertoire formation.

## Introduction

The ability of the B-cell receptor to recognize virtually any pathogenic epitope relies on the random nature of Ig V(D)J rearrangement to generate a vast diverse repertoire. Combinatorial diversity through the joining of any V gene with any D or J gene is one of the main contributors to antibody diversity, along with junctional diversity. However, the contribution of combinatorial diversity is an overestimate since individual V genes exhibit great differences in rearrangement frequencies (1–4).

An unbiased method exists for interrogating the RNA repertoire using 5′ RACE PCR to generate a cDNA library with primers at the Cκ or Cμ exon and ligated adaptor (5, 6). Two labs have recently developed an unbiased method for assaying gDNA rearrangements (7–9). Both techniques have their respective advantages and limitations. Use of genomic DNA (gDNA) allows for an unbiased assessment of rearrangement frequencies because each cell only has two chromosomes from which rearrangements will be detected. In contrast, use of RNA examines the repertoire after transcription and could therefore be influenced by differential promoter strengths and post-transcriptional regulation. Also, RNA libraries predominantly assay productive rearrangements due to nonsense-mediated decay of many non-productive rearrangements (10), whereas amplification of gDNA will reveal all non-productive as well as productive rearrangements.

B cell rearrangement in the heavy chain locus and the light chain loci occur sequentially. Heavy chain rearrangements take place first at the pro-B cell stage. The first deep sequencing study of the complete pre-selection Igh repertoire in C57BL/6 pro-B cells using 5′ RACE showed highly uneven V_H_ gene usage across the locus (6). The Igκ locus spans >3 Mb of DNA and contains over 100 functional V genes along with 4 functional Jκ genes (11). 5′ RACE was also used in the first deep sequencing of the Igκ repertoire in bone marrow (BM) B cells. As with the Igh repertoire, this study revealed highly uneven Vκ distribution (5). A recent study by Matheson et al. confirmed uneven Vκ rearrangement frequencies in pre-B cells when assayed from gDNA and they predicted certain transcription factor (TF) binding and epigenetic marks as potentially influencing Vκ gene rearrangement frequency (8).

To date there is no study that has directly and systematically compared repertoires obtained from gDNA and RNA, and since each has potential biases, this is an important issue to clarify. Therefore, in this study, we made libraries from gDNA and RNA from the same batches of sorted small pre-B cells and assessed differences. We found that many Vκ4 family gene members were underrepresented in the RNA repertoire libraries whereas several proximal Vκ3 and Vκ6 family members were overrepresented. Machine learning revealed Ikaros and E2A binding to Vκ gene promoter regions was highly predictive of greater representation in RNA-based libraries, implicating them in creating strong promoters. We found, similar to previous studies (5, 8, 9), that Vκ and Jκ gene usage were very uneven. Using classification analysis with 29 ChIP-seq features and 5 RNA-seq datasets, we show that the RIC score, Ikaros, and PU.1 binding at the RSS best predicted rearranging vs. non-rearranging Vκ genes. Within functional Vκ genes, the levels of newly arising H3K4me1 peaks associated with many Vκ genes in pre-B cells were most predictive of higher pre-B cell gDNA rearrangement levels. Since H3K4me1 is associated with long-range chromatin interactions, which are created during locus contraction, our data provides mechanistic insight into unequal rearrangement levels (12).

It is estimated that roughly 15% of pro-B cells harbor Igκ rearrangements, so we also determined which Vκ genes were the earliest to rearrange by sorting pro-B cells from the same mice as the pre-B cells (13). The pro-B cell repertoire showed an overall bias toward usage of Vκ genes in the Jκ-distal half of the Igκ locus, especially Vκ1-135 and the Vκ10 family genes. Regression analysis showed that different factors regulate Vκ rearrangement in pro-B cells vs. pre-B cells. Lastly, we interrogated the potential role of the kappa intronic enhancer (iEκ) in individual Vκ gene usage in addition to its known role in promoting overall rearrangement levels (14, 15). We show that iEκ^−/−^ pre-B cells display a drastic reduction in both rearrangement and germline transcription (GLT) of Vκ3 family genes. Our data reveals that iEκ diversifies the B cell repertoire by controlling individual Vκ gene rearrangements. Together, this study provides insight into many aspects of Igκ repertoire formation.

## Materials and methods

### Mice

C57BL/6 wild-type and mutant mice were maintained in our breeding colony in accordance with protocols approved by The Scripps Research Institute Institutional Animal Care and Use Committee. iEκ^−/−^ mice were given to us by Dr. Yang Xu (UCSD) (15). Rag1^−/−^ mice were purchased from The Jackson Laboratory (Bar Harbor, ME). We obtained human heavy chain (hIgH) transgenic mice (16) that were bred onto the Rag1^−/−^ background from Dr. Cornelis Murre (UCSD). We generated iEκ^−/−^ Rag1^−/−^ hIgH transgenic mice by breeding iEκ^−/−^ mice with Rag1^−/−^ hIgH transgenic mice.

### Cell sorting

B6 and iEκ ^−/−^ bone marrow (BM) cells were collected from 6- to 7-wk old mice as described previously (6) with the humerus bone collected in addition to the femur, tibia and fibula. CD19^+^ BM B cells were isolated using anti-CD19-coated MACS beads (Miltenyi, Auburn CA).

Each sort used BM from a pool of 3–8 mice. CD19^+^ cells were sorted into pro-B and pre-B cells using a BD FACSAria II at the Scripps Flow Cytometry Core Facility (San Diego, CA). Antibodies are listed in Dataset S1. Pro-B cells were gated as Live^+^, CD19^+^, IgM^−^, CD93^high^, CD2^−^, CD43^+^. Pre-B cells were gated as Live^+^, CD19^+^, IgM^−^, CD93^high^, CD2^+^, CD43^−^. Small pre-B cells were further separated by gating on cell size. Post-sort analysis confirmed purity of B cell fractions. The gating scheme is shown in Figure S1A.

### gDNA and cDNA library preparation for Igκ repertoire deep sequencing

Sorted cells were split into two fractions: one for genomic DNA (gDNA) extraction (DNeasy, Qiagen) and the other for RNA extraction (RNeasy Plus, Qiagen). gDNA libraries were prepared as recently described with several modifications (8) (Figure S1B). gDNA was sonicated to a range of 500–1,000 bp using a Bioruptor sonicator (Diagenode). We omitted the negative depletion step and used different Jκ primers in our protocol (Dataset S1). Library barcoding was performed using NEBNext Multiplex Oligos for Illumina (E7600S).

For RNA, we developed a novel protocol for unbiased cDNA library preparation whereby first strand cDNA synthesis was performed using the Transcriptor High Fidelity cDNA Synthesis Kit (Roche). This was followed by RNase H (NEB) treatment to eliminate RNA complexed as RNA:DNA duplexes. Remaining RNA was eliminated by treatment with RNase A/T1 (Life Technologies). Sample clean-up was performed using Nucleospin Gel and PCR clean-up kit (Machery-Nagel), using NTC buffer to bind ssDNA. Ligation was performed using a 5′ bridge adapter (17) but with an additional 6N added at the 3′ end of the adapter for bioinformatic sequence deduplication. Our cDNA library preparation has two major advantages over the standard technique used for cDNA library preparation for repertoire studies (SMARTer 5′ RACE kit—Clontech). One is that it allows incorporation of random nucleotides to the 3′ end of the oligos (in addition to the 6Ns used for stabilization on the top strand) used for bioinformatic deduplication. Deduplication is the only way to discern whether identical reads, with identical junctional sequences, originated from the same strand of RNA or are an artifact of PCR amplification. Second, the use of a high-fidelity reverse transcriptase enzyme allows for this protocol to be high-fidelity throughout, limiting the number of erroneous nucleotide additions.

After post-adapter ligation cleanup, library preparation was completed via successive PCRs incorporating the NEBNext kit for barcoding. Final library preps were paired-end 2 × 300 sequenced on an Illumina MiSeq System (San Diego, CA) at our Next Generation Sequencing Core. Oligonucleotide sequence and cycling conditions can be found in Dataset S1.

### VJ gene analysis

Demultiplexed paired-end reads were adapter trimmed and quality filtered (Phred>20) using TrimGalore (max of 50 bases trimmed from 3′ end of read, if more bases trimmed from either read then both reads of the pair were thrown out). Paired-end reads were then merged using pandaseq using default settings. VJ gene calling was performed on merged reads using Abstar (https://github.com/briney/abstar) with a custom version of the minimal output setting, appending Vκ gene length in the output. In addition, a Vκ gene reference file was custom made for C57BL/6 (^*^01 alleles) and each Vκ gene was cross-referenced to the mouse genome build mm9 on UCSC genome browser. Abstar output was processed with a custom R pipeline (https://github.com/salvatoreloguercio/RepSeqPipe) developed by S.L. which computed Vκ or Jκ gene usage statistics. The cutoff for Vκ gene assignment was a minimum read length of 150 bp and a minimum of 95% sequence identity. Reads passing this filter were then deduplicated based on the six random adapter nucleotides (gDNA and RNA) and in the case of gDNA, samples were additionally deduplicated based on the starting position of the Vκ gene read which are random due to shearing. Reads that contained the same start site (for gDNA) and random 6Ns were presumed to have originated from the same fragment and only counted once. For gDNA, reads needed further processing to deal with Jκ PCR primer cross-amplification in order to accurately re-assign Jκ gene calling. gDNA reads were re-assigned to their proper Jκ gene based on the sequence upstream of each Jκ primer. This did not include the most Vκ proximal nucleotide of the Jκ exon to allow for potential VκJκ junctional loss. One pre-B cell gDNA library was prepped using a second set of Jκ PCR primers located further downstream of the original Jκ primers (closer to the biotin). Since these Jκ primers were further away from the VκJκ junction, we excluded the 6 most Vκ proximal nucleotides from the Jκ exon in Jκ gene identification.

### Post-pipeline adjustments

We noted that three pairs of Vκ genes were 100% identical at the 3′ most 150 bp of sequence; Vκ5-43 and Vκ5-45, Vκ8-16 and Vκ8-23-1, Vκ13-84 and Vκ13-85. These genes could only be discerned if the read was long enough to include the 5′ end of the gene. This meant that there were reads that passed our Vκ gene length threshold of 150 bp but were assigned to one of the pair arbitrarily. This was more of an issue for gDNA where not all fragments covered the entire gene whereas most RNA transcripts did cover the entire gene. For each of these pairs of Vκ genes, we isolated their reads and performed a search for a sequence string far upstream in the Vκ gene that would discern among the pair. The ratio of this string search was used to re-calculate among the total reads of those two genes within a given sample. More information on this can be found in Dataset S1. We used the corrected orientation for Vκ8-23-1 and corrected Vκ4-60 RSS site recently described (8). In addition, we classified four genes as non-psuedogenes as described by IMGT; Vκ8-18, Vκ1-35, Vκ14-126, and Vκ1-131. Processed read data for different samples is available in Dataset S2.

### ChIP-seq

ChIP-seq was performed as previously described (18). All ChIP-seq data have been deposited in the Gene Expression Omnibus database (Table S1) and uniformly processed following the procedure below.

SRA files obtained from GEO were converted to fastq files using SRA Tools 2.8.2 (*fastq-dump –skip-technical –readids –dumpbase –split-files –clip*). Preliminary quality control over raw sequence data was performed with FastQC 0.11 (19). Duplicate reads were removed before mapping, and TruSeq adapter sequences were removed with the HOMER trim tool (20). Experimental fastq tags were aligned to the mouse reference genome (mm9) using Bowtie 1.1.2 (alignment parameters: *-a -v 2 -m 3 –best –strata*) (21). Confident CTCF and Rad21 peaks were called using MACS (v1.4.2) (22), with a false discovery rate (FDR) ≤ 1% and the default P value (1E-5).

### RNA-seq

RNA-seq was performed as described in Kleiman et al. (18). After quality control as described above for ChIP-seq, raw data were aligned to the mouse reference genome (mm9) using TopHat 2.1.0 and Bowtie 2.2.6 (21, 23). Strand-specific wig files were obtained from alignment (bam) files with IGVTools 2.3.69 (*igvtools count –strands read*) (24).

### Quantification of chromatin and RNA features

For ChIP-seq, alignment (bam) files were first converted to tag directories with HOMER CreateTagDirectory (20). The signal intensity of each chromatin feature for each region was computed with HOMER AnnotatePeaks, where each tag directory was normalized by the total number of mapped tags such that each directory contained 10 million reads (*annotatePeaks.pl mm9 -size given -noann -nogene*) (20). For RNA-seq, signal intensity was calculated from the corresponding wig files (*annotatePeaks.pl mm9 -size given -noann -nogene -wig*). Additional downstream analysis and manipulation of the data, including annotation of peaks, motif finding and overlap analysis, were performed with HOMER 4.7 and R/Bioconductor (25). GEO accession numbers are listed in Table S1.

### Classification and regression models

The dataset includes 162 observations (Vκ genes). To assess feature importance in predicting Vκ gene activity, and magnitude of rearrangement frequency for active genes, we adopted a two-step supervised learning strategy. We first trained a classifier to predict Vκ gene activity, and then built regression models to predict: (1) recombination levels and (2) RNA/gDNA rearrangement ratios of active genes. Relative variable importance was then extracted from the validated classification and regression models. We used Random Forest (RF) for both classification and regression tasks since it handles well high dimensionality (high number of features relative to low number of observations available for training) and feature collinearity, and is robust to overfitting (26).

We divided the read data for each feature into four non-overlapping windows for each Vκ gene: promoter window (500 bp upstream of the start of leader 1 plus leader and its intron); RSS window (Vκ coding region plus 500 bp downstream); upstream window (2.5 kb upstream of the promoter window); downstream window (2.5 kb downstream of the RSS window).

These four windows were computed for each of the 29 ChIP-seq features and 5 RNA-seq datasets (all GEO accessions available in Table S1), giving a total of 132 chromatin and RNA expression features. We also included two genetic features: the RIC score and the distance from the Vκ gene to Jκ1. Thus, a total of 134 features were considered as explanatory variables for both classification and regression tasks. Analysis targeting a pre-B cell response used both pre-B cell and pro-B cell features, whereas analysis of pro-B cell responses used pro-B cell features only.

For classification, we used binary recombination status (inactive/active) as a response variable with a threshold for active VκJκALL genes of 15 reads per million reads yielding 125 active Vκ genes (24 of which were pseudogenes) and 37 inactive Vκ genes in pre-B cell gDNA. VκJκ1 active gene list was derived from the VκJκALL gene list. For regression, the response variable used was the recombination frequency of 125 active Vκ genes, defined as the sum of reads from all biological replicates divided by the total number of reads. The same analysis was performed on pro-B cell gDNA but in this case 1 read was the cut-off for active Vκ genes due to the limited number of reads. Using this threshold, there were 108 active Vκ genes, of which 13 were pseudogenes. For pre-B cell regression analysis on RNA/gDNA ratios, only the active functional Vκ genes were considered.

Both classification and regression were performed with 10-fold cross validation, i.e., 10% of Vκ genes were assigned to the test set each time, with every gene included in a test set exactly once. The number of trees generated for each fold was 5,000. For classification, the number of variables randomly sampled as candidates at each split (*mtry*) was optimized using the *tuneRF* routine from the R package *caret*; default parameters were used for the regression models. The average importance of each feature was recorded.

### Model accuracy

For the classification model, performance was assessed by accuracy, i.e., the percentage of correct predictions across all 10 test sets. Performance of the regression model was assessed by the root mean squared error (RMSE) for the predicted recombination frequencies vs. the observed values across all 10 test sets.

For feature selection, we considered the 20 most important variables from the initial classification or regression models and used Recursive Features Elimination (RFE) (*rfe* in the R package *caret*) to train RF models for all possible combinations of the respective 20 features. Cross-validated (10-fold) prediction performance of models with sequentially reduced number of predictors (ranked by variable importance) was then used to suggest significant predictors. The models were evaluated using the performance metrics described above. All analyses were performed using the R packages *randomForest* (27), *caret* (28), and *mlbench*. Plots were generated with the R packages *ggplot2, gtools, ggpubr* and Prism graph software (La Jolla, CA).

### Data availability

Publicly available and Feeney lab generated genome-wide ChIP-seq and RNA-seq datasets analyzed in this study are available in the GEO repository. GEO accession numbers are listed in Table S1. GEO accession numbers for gDNA and RNA VκJκ-seq datasets generated in this study are also listed in Table S1.

### Rearrangement and GLT qPCR

Pre-B cell gDNA from B6 wild-type and iEκ^−/−^ mice was used for TaqMan qPCR to assay for rearrangements. Primer and probe sequences are listed in Dataset S1. TaqMan Master Mix II (#4440041) was purchased from Applied Biosystems (Foster City, CA). Jκ1 and Eμ ZEN probes were purchased from IDT (San Diego, CA). To assay GLT, pre-B cell RNA from B6 Rag^−/−^ hIgH Tg and iEκ^−/−^ Rag^−/−^ hIgH Tg (7–14 weeks of age) were used for SYBR Green qPCR. GLT primer sequences are listed in Dataset S1. SYBR Green 2x master mix (#21203) was purchased form Biotool (Houston, TX).

### Statistics

Statistical analysis on bar graphs was done using Prism software.

## Results

### VκJκ repertoire reveals unequal Jκ and Vκ usage

We performed Igκ light chain sequencing on 3 pre-B cell gDNA replicates using a modification of VDJ-seq (7, 8) with a strict gating scheme that excluded any IgM^low^ immature B cells (Figures S1A–C). Repertoires from the 3 gDNA preparations were 99% identical (Figure S2A). Pooling the reads from all 3 replicates, we were able to detect 133 Vκ genes with at least one read, 32 of which were classified pseudogenes by IMGT. Dataset S2 summarizes read statistics for all samples, as well as the total number of reads for each Vκ gene. The average ratio of non-productive to productive from the 3 gDNA replicates was 67:33 (Figure S3A), at the expected two-thirds non-productive frequency. The nomenclature that we use is that of IMGT in which the first number is the Vκ family and the number after the dash is its position within the locus, with Vκ genes numbered consecutively from 3-1, the most Jκ-proximal Vκ gene, to 2-137, the most Jκ-distal Vκ gene. A map of the V, J, and C genes can be seen on the IMGT website (http://www.imgt.org/IMGTrepertoire/LocusGenes/#B).

We observed that individual Vκ genes had very different Jκ usage, as observed before (5, 8), so we separated the gDNA repertoire data into the four groups (Jκ1, Jκ2, Jκ4, and Jκ5) (Figure 1A). The Jκ1 repertoire was the most divergent from the other Jκ repertoires whereas Jκ4 and Jκ5 were 97% identical. Jκ2 displayed higher similarity to Jκ4 and Jκ5 (91–94%) than to Jκ1. Figure 1B shows that biased Jκ usage occurs throughout the Igκ locus. Many genes displayed preferential Jκ1 gene usage, with the extreme being Vκ15-102 at 100%. Conversely, the frequently rearranging gene Vκ17-121 gene only rearranged to Jκ1 3% of the time. Jκ1 rearrangements are considered to represent the first rearrangements in most cases although primary rearrangements can probably be made to downstream Jκ genes (29). This is supported by the finding that RAG-mediated breaks at Jκ1 are observed at earlier times in pre-B cell differentiation than at Jκ4 and Jκ5 RSS sites, and thus Jκ4 and Jκ5 are usually associated with secondary rearrangements either in the case of a non-productive primary rearrangement or due to an autoreactive B cell receptor (29, 30). Examination of the Jκ1 repertoire (hereafter referred to as VκJκ1) allows investigation of most of the initial kappa rearrangements with the caveat that some Jκ1 rearrangements may have arisen on the second allele. Over half of the Vκ genes are in the opposite orientation from the Jκ-Cκ gene cluster. This means that some Igκ rearrangements will result in deletion of the intervening DNA while other rearrangements lead to inversion and thus retention of intervening Vκs for possible future use (31). Intervening gDNA from deletional rearrangements is retained in the cell as circular DNA and if created in pre-B cells, is PCR amplifiable since pre-B cells do not proliferate during rearrangement (32, 33). Secondary inversional rearrangements also retain previous VκJκ rearrangements in the Igκ locus itself. Primary Jκ1 rearrangements would be lost if a cell dies after multiple unsuccessful rearrangements, if excision circle DNA created in pro-B cells was diluted through pre-BCR-mediated proliferation, or if a productive and functional BCR rapidly entered the immature B cell compartment. Since we observe that 8 genes rearrange to Jκ1 0–3% of the time but rearrange to other Jκ genes in both pro-B and pre-B cells, this indicates that a few Vκ genes most likely make initial rearrangements to downstream Jκ genes (Dataset S2). Thus, examination of all Vκ gene usage (hereafter referred to as VκJκALL) as we do here allows one to examine overall rearrangement frequencies much more accurately.

**Figure 1:**
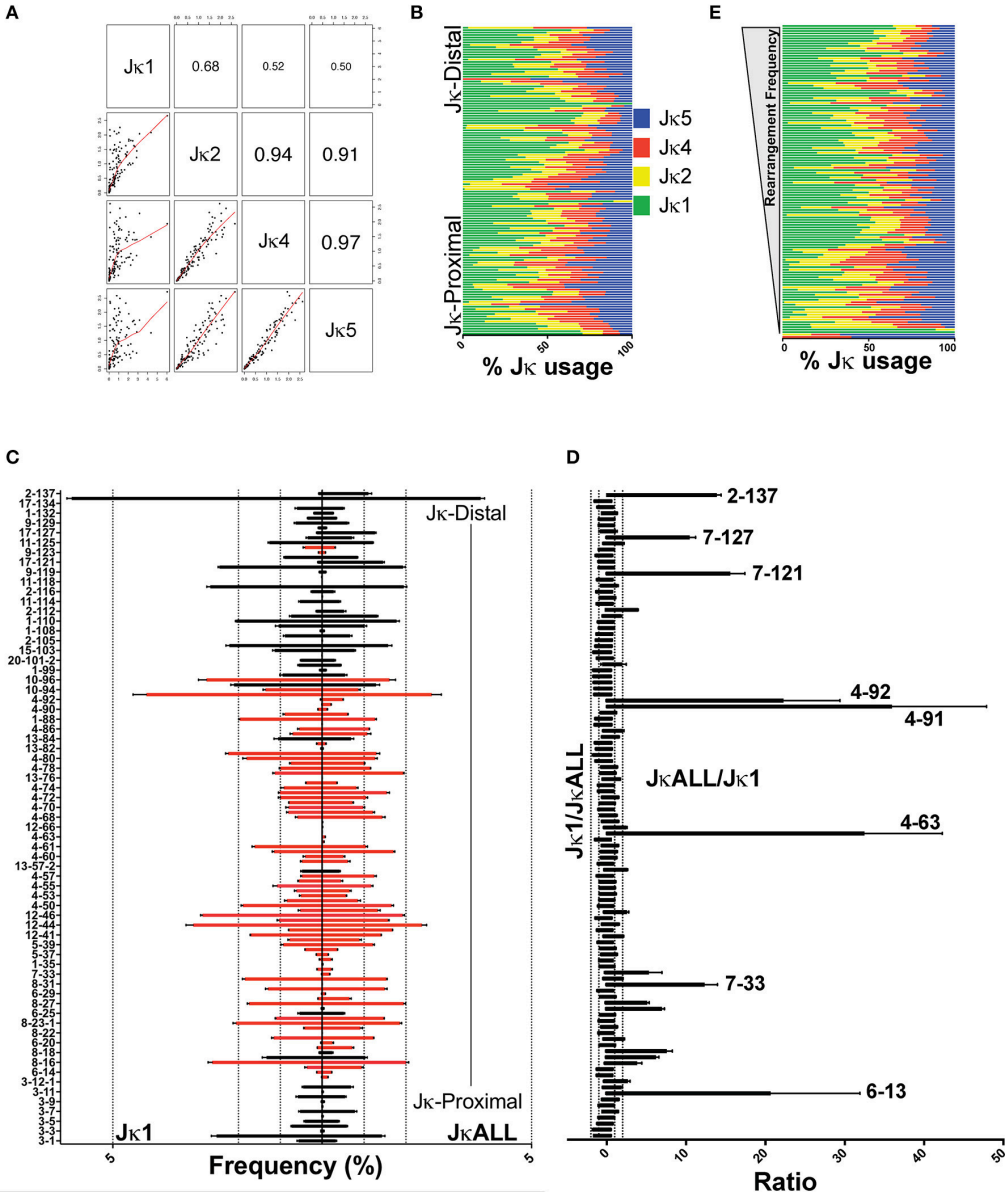
Variation in VκJκ repertoires. **(A)** Scatterplot matrix showing correlation between VκJκ1, VκJκ2, VκJκ4, and VκJκ5 repertoires. Lower left panels depict scatterplot matrices. Upper right panels depict absolute correlation. The font size of the correlation value is proportional to the correlation. **(B)** Percentage of Jκ gene usage for each Vκ gene arranged vertically from Jκ-proximal (bottom) to Jκ-distal (top) genomic location. **(C)** Vκ gene rearrangement frequency arranged from Jκ-proximal (bottom) to Jκ-distal (top) with every other bar labeled on the left y-axis. Right side bars display VκJκALL gene frequencies, left side bars display VκJκ1 gene frequencies. Black bars depict deletional rearrangements, red bars depict inversional rearrangements. Genes with 0% rearrangement frequency in VκJκALL are excluded. Dotted vertical lines mark 1, 2, and 5% rearrangement frequency. **(D)** Rearrangement frequency ratios of VκJκ1/VκJκALL (left side) and the reciprocal VκJκALL/VκJκ1 ratios (right side). Vκ gene names listed are those that are >10-fold higher in VκJκALL vs. VκJκ1. All genes which had a VκJκALL frequency ≥0.05% in all 3 replicates are included. Vκ4-63Jκ1 was assigned a frequency equivalent to 1 read in order to calculate a ratio. **(E)** Jκ gene percent usage arranged in descending order of rearrangement frequency. The most highly rearranged genes are on top and the least frequently rearranged genes are at the bottom. Color coding as described in **(B)**. For **(A–E)**, data is derived from 3 independent pre-B cell gDNA biological replicates. For **(B,E)**, only Vκ genes which had at least 5 reads in each of the 3 gDNA biological replicates are included. SEM error bars plotted for **(C,D)**.

One potential caveat of using VκJκALL is that different Jκ gene repertoires could be disproportionately represented based on possible Jκ primer biases that exist in the VDJ-seq protocol. However, we think our VκJκALL data lacks primer bias and is thus representative of the actual total rearrangements because different sets of Jκ PCR primers that we used yielded similar Jκ percentages, with Jκ1 accounting for over ~40% of gDNA rearrangements while the other Jκ genes contributed ~20% each (Figures S2D, S3B). We cannot exclude the possibility that a Jκ bias may have been introduced with the common set of Jκ biotinylated primers that we used. However, the recent VJ repertoire study using VDJ-seq employed different biotinylated and PCR primers, and still revealed a similar breakdown in Jκ usage (>35% Jκ1) albeit with slightly more Jκ2 representation relative to our data (8).

The repertoire data obtained from these gDNA libraries reveal highly uneven Vκ gene usage when examining individual Jκ gene repertoires, VκJκALL repertoires as well as within respective Vκ gene families (Figure 1C, Figures S4A,B). Genes that are underrepresented in VκJκ1 relative to VκJκALL are shown in Figure 1D. Uneven Jκ usage does not show any bias for Vκ genes that rearrange frequently or infrequently (Figure 1E). Jκ1 rearrangements were also more biased to deletional rearrangements than rearrangements using the other Jκ genes (Figure S3C).

We compared VκJκALL frequencies to the RSS quality score (RIC score). The RIC score is derived from an algorithm that predicts RSS site sequence quality based on the heptamer, spacer and nonamer (34). Consistent with prior studies of heavy chain and VκJκ1 light chain repertoire studies, our data also suggests the RIC score is the most important individual factor in predicting whether a V gene is active or inactive as determined by RF classification analysis (6–8). This is reasonable since a V gene cannot rearrange without a reasonable RSS. However, when only Vκ genes whose rearrangement accounts for a minimum of 0.01% of the repertoire were analyzed, linear regression analysis shows only a modest correlation (*R* = 0.33–0.41) between the RIC score and rearrangement frequencies (Figures S4C,D).

### Comparison of repertoires obtained from paired sets of gDNA and RNA

In order to uncover any biases that might be present when comparing repertoire data from gDNA vs. RNA, we compared gDNA libraries described above to RNA repertoire libraries made from the same batches of sorted pre-B cells (Figure S1). The 3 libraries made from RNA were ~88% similar (Figures S2B,E). We directly compared RNA and gDNA from the same sorted cells. We first compared the frequency of usage of each Vκ gene in libraries made with gDNA and RNA (Figure 2A) using VκJκALL sequences to assess the total repertoire, although data using VκJκ1 was similar (Figure S5). The rearrangement frequencies derived from pre-B cell gDNA and RNA are unequal. To more effectively visualize potential biases, we calculated the ratios between the two for functional Vκ genes that had reads in both repertoires. These ratios reveal that ~80% of functional Vκ genes had RNA/gDNA or gDNA/RNA ratios that were on average no more than 2-fold higher for either gDNA or RNA repertoires (Figure 2B, Figure S5C). This suggests that these Vκ gene promoters are of similar strength. Figure 2C depicts only the ~20% functional Vκ genes (21 genes, pseudogenes have been removed) with ≥2-fold ratio of gDNA/RNA frequency or vice versa, with all replicates having ≥1.5-fold difference. We observe ≥2-fold RNA/gDNA frequency ratios (i.e., higher representation in RNA repertoire) for many proximal Vκ3 and Vκ6 family member genes and ≥2-fold gDNA/RNA frequency ratios (i.e., higher in the gDNA repertoires) for several Vκ4 family genes as well as 3 genes from other Vκ families; Vκ18-36, Vκ5-37, and Vκ20-101-2. We also observed a few Jκ-distal Vκ genes displaying an increased RNA/gDNA frequency ratio: Vκ17-127 and Vκ9-129. In summary, many proximal Vκ3 and Vκ6 family members plus few distal Vκ genes are overrepresented in the RNA-based libraries, while many central Vκ4 family members are underrepresented (Figures S6A,B). We hypothesize that many Vκ4 family members harbor weak promoters whereas many Vκ3 and Vκ6 family members have relatively strong promoters.

**Figure 2:**
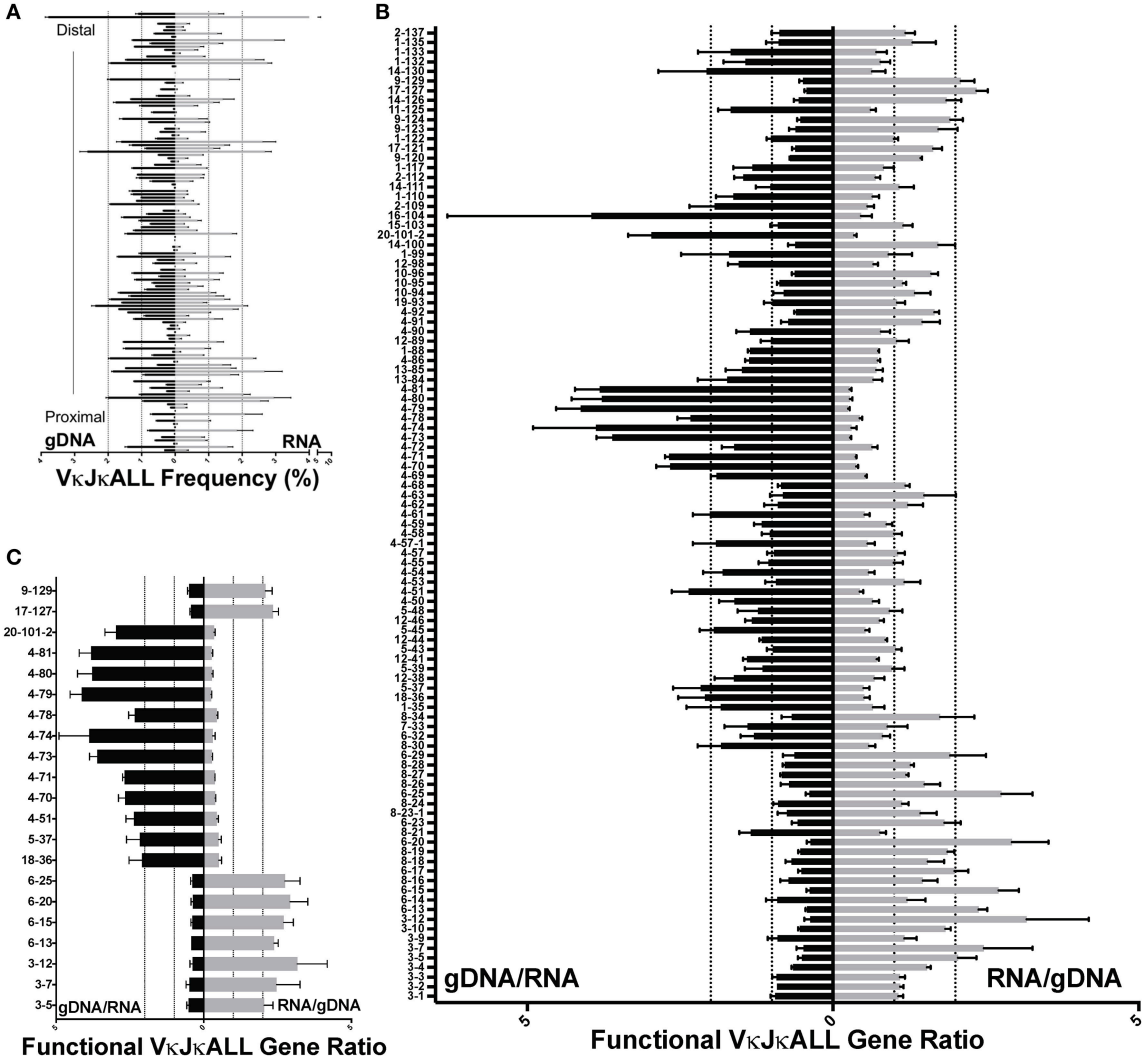
Comparison of VκJκALL gDNA and RNA repertoires in pre-B cells. **(A)** VκJκALL gDNA repertoire (left side) vs. VκJκALL RNA repertoire (right side) plotted in descending order from Jκ-distal (top) to Jκ-proximal (bottom) genomic location. Dotted vertical lines depict 1 and 2% frequencies. Genes with no reads in both gDNA and RNA repertoires are excluded. **(B)** Ratio of gDNA/RNA (left side) or RNA/gDNA (right side) for all IMGT-designated functional and ORF Vκ genes are arranged vertically as in **(A)**. Dotted vertical lines depict 1 (no difference) and 2-fold changes for both ratios. Only genes that had reads in all 3 biological replicates for both gDNA and RNA are included. **(C)** Functional VκJκALL genes that are ≥2-fold greater in gDNA (left) or ≥2-fold greater in RNA (right) repertoires and ≥1.5-fold greater in each individual comparison. For **(B,C)**, each pairing of gDNA and RNA derives from the same sorted pre-B cells. For **(A–C)**, 3 biological replicates are used in both gDNA and RNA data. Errors bars represent SEM.

We observed the greatest disparity between gDNA and RNA Vκ gene rearrangements among IMGT classified pseudogenes, as would be expected (Figures S6C,D) since transcripts from pseudogenes with premature stop codons are subjected to increased RNA surveillance mechanisms (10), and indeed many are very reduced in the RNA repertoires. However, a few pseudogenes are well transcribed and rearrange frequently, such as Vκ4-77, which despite having a stop codon, has a gDNA/RNA ratio of ~2.9 and represents 1.93% of the VκJκALL gDNA repertoire (Figure S6D). Thus, individual Vκ pseudogenes display varying degrees of representation in the RNA repertoire.

### Enhancer epigenetic markings predict rearrangement frequency

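H3K27ac, H3K4me3 and Pax5 were profiled by ChIP-seq in pre-B cells from mice that lack RAG and carry a rearranged heavy chain transgene, so that Vκ genes in these cells do not rearrange. H3K27ac is a histone mark of active enhancers and promoters, H3K4me3 is a mark of active promoters, and Pax5 is a transcription factor of the B cell lineage. Each of the 3 profiles comes from 1 library, so none of the values below has a replicate check. The experiment also has 3 input samples, whose reads are not used here, although the authors called the Pax5 peaks against input. According to the ChIP-seq methods of the paper, duplicate reads were removed and the others were aligned to mm9 with Bowtie, keeping reads with up to 3 best positions. The deposited files are lists of peaks without read counts, so the depth of the libraries is unknown. The H3K27ac list holds 69345 MACS peaks with a median width of 428 bp, which cover 48.0 Mb. Its score per peak, whose scale the list does not name, runs from 3.06 to 330.0. The H3K4me3 list holds 782636 bins of 25 bp without any score. Bins that touch were joined into 23237 regions with a median width of 625 bp, which cover 19.6 Mb. The Pax5 list holds 15445 MACS peaks with a median width of 965 bp, which cover 16.5 Mb and have scores from 87.9 to 3214. The scores are the authors' and were used only to rank peaks within a list. All 3 lists had a peak within 1000 bp of the start of Cd79a, Cd79b, Blnk, Pax5 and Ebf1, which are used in B cells, and of Actb and Gapdh, which are used in every cell. None of the 3 lists had one at the 4 genes of other tissues that were looked up (Alb, Myod1, Neurod1 and Gata1). Within 1000 bp of an annotated start of a protein-coding transcript lay 27.2% of the H3K27ac peaks, 62.5% of the H3K4me3 regions and 52.0% of the Pax5 peaks.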

To be able to better predict which factors influence individual Vκ gene rearrangement frequencies, we analyzed 29 ChIP-seq features from our own data and from publically available datasets from both pro-B and pre-B cells for epigenetic marks, TFs, chromatin modifiers and RAG1 binding, as well as transcription from 5 RNA-seq from pro-B cells and pre-B cells, and also RIC scores. First, we quantified individual ChIP-seq and RNA-seq signal intensities in 4 windows around and including each Vκ gene (Figure S7A, Materials and Methods). 

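The signal per window that the paper computed from the alignments was not used here, and the deposited peaks were placed in the same 4 windows instead. Of the 162 Vκ genes in Dataset S2, 100 were placed on NCBIM37, the assembly called mm9, from the GENCODE annotation. A further 45 were placed by the similarity of their sequence to annotated V exons and by the order of the Vκ genes in the RefSeq annotation of GRCm38, and 17 were not placed. When each annotated gene was treated in turn as missing, this rule named 85 correctly, 0 wrongly and left 15 unnamed. All other annotated genes were kept as neighbours in this check. It therefore gives no error rate for the 45 genes, which have no annotation. The 145 placed genes hold 99.5% of the pooled pre-B gDNA VκJκALL reads of Dataset S2, which are the paper's values. The leader start was annotated for 84 of them and was set from the median of their family, or of all genes, for the others. An H3K27ac peak overlapped the RSS window of 41 genes (28.3%) and the promoter window of 34 genes (23.4%) by at least 1 bp. When the region's peaks were shifted at random around the region, 3.61% and 3.46% of genes had such a peak on average (one-sided permutation test with 10000 shifts, p = 0.0002 and p = 0.0001, adjusted p = 0.0008 for both with Benjamini-Hochberg over 12 tests, the second p being the smallest these shifts can give). An H3K4me3 region overlapped the RSS window of 12 genes (8.28%, adjusted p = 0.0008 from the same permutation test) and the promoter window of 9 genes (6.21%, adjusted p = 0.0018). A Pax5 peak overlapped the RSS window of 14 genes (9.66%) and the promoter window of 10 genes (6.90%), each with an adjusted p of 0.0018. With only the higher-scoring 50% of the Pax5 list, 1 gene had a Pax5 peak in the RSS window, and the adjusted p was 1. In the upstream and downstream windows, no list passed 0.05 against the shifts, with adjusted p-values from 0.539 to 1. Between the first and the last Vκ gene, from 67505898 to 70654171 on chromosome 6, lay 101 H3K27ac peaks, 19 H3K4me3 regions and 38 Pax5 peaks. Among 4835 autosomal windows of the same length, these numbers were at the percentiles 64.4, 44.8 and 85.1, respectively. By the share of sequence covered, the percentiles were 53.2, 23.5 and 72.2.

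**Figure D1:**
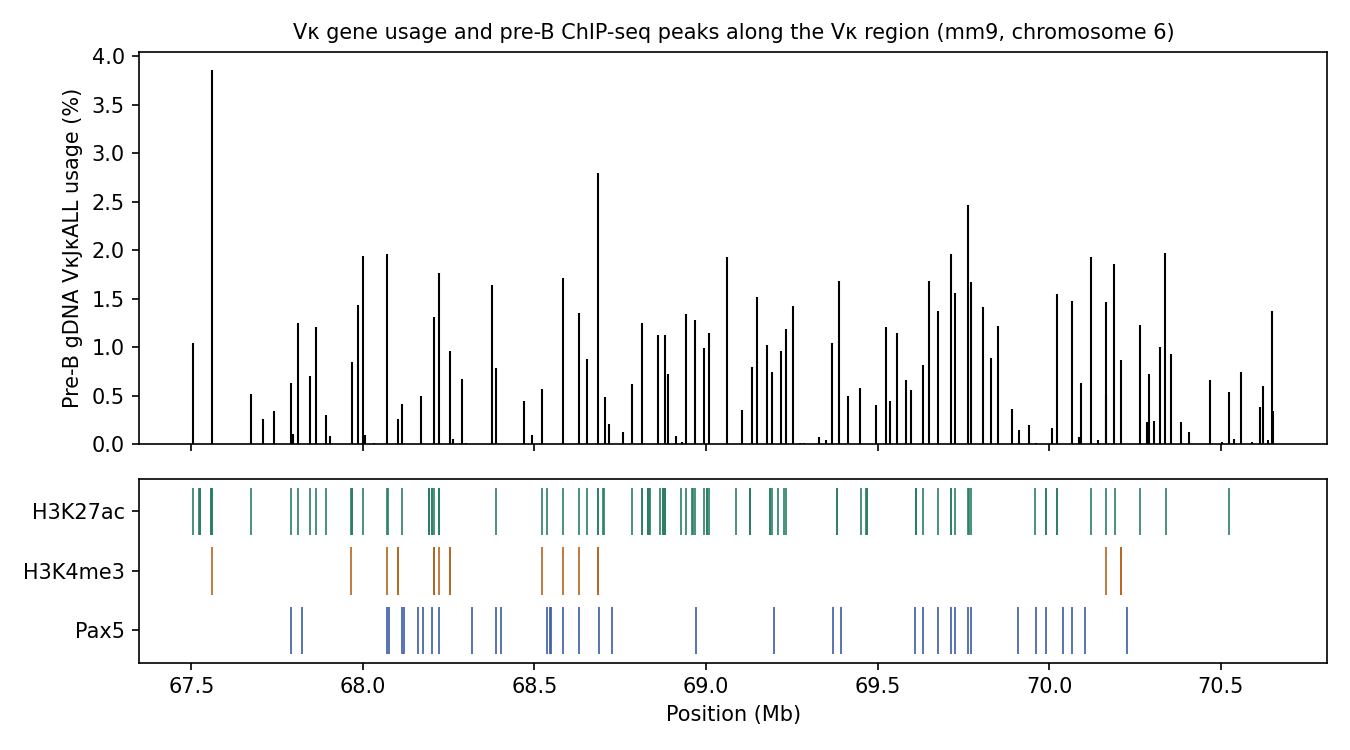
Percent of pooled pre-B gDNA VκJκALL reads (the paper's Dataset S2) for each placed Vκ gene, drawn as a vertical line at its position in Mb on chromosome 6 of mm9 (upper part), and the middle of each H3K27ac peak, H3K4me3 region and Pax5 peak (lower part). The 101 H3K27ac peaks, 19 H3K4me3 regions and 38 Pax5 peaks are spread over the region.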

We performed the analysis on the gDNA repertoire data since it lacks potential promoter biases.

We first performed a classification analysis using Random Forest (RF) to examine which factors can predict whether a Vκ gene rearranges (active) or does not rearrange (inactive). We considered a Vκ gene active if it rearranged at least 15 times per million rearrangements within the gDNA VκJκALL repertoire. Our findings reveal that RIC score was most predictive of active vs. non-active genes, which is expected since genes with poor RSS are unlikely to rearrange efficiently. After RIC score, Ikaros binding within the RSS and promoter window and PU.1 binding in the RSS window were most predictive of the potential for active Vκ gene rearrangement (Figure 3A).

**Figure 3:**
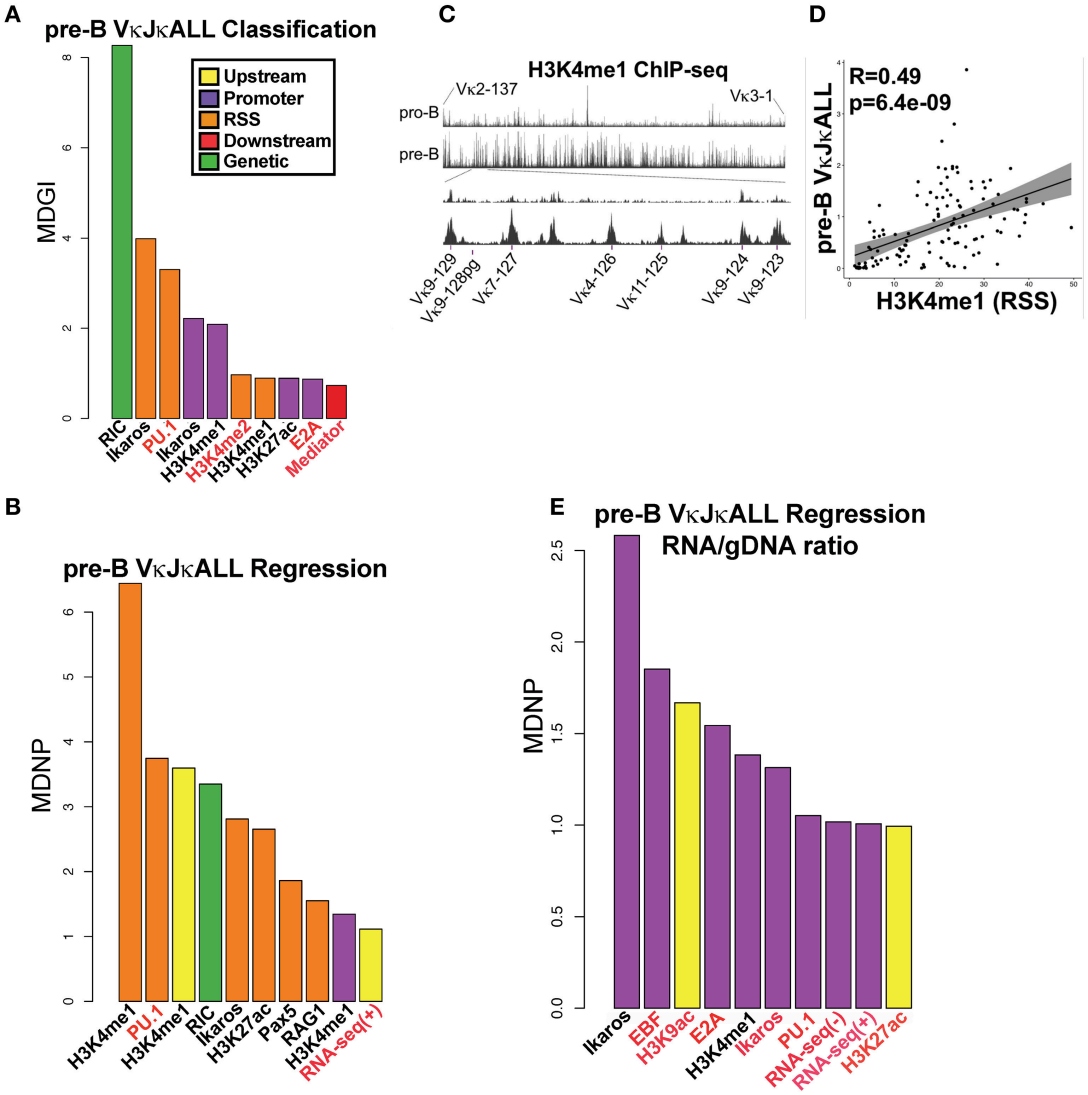
TFs predict rearranging Vκ genes and Vκ promoter strength while enhancer marks predict Vκ rearrangement frequency. **(A)** VI for each chromatin and RNA feature in a RF classification model for pre-B cell VκJκALL active/inactive genes. Vκ genes were categorized as active if they contained at least 15 reads per million reads among the VκJκALL read pool. Shown are the top ten features with significant VI. Mean Decrease in Gini Index (MDGI) is a measure of the decrease in accuracy if the feature is excluded. **(B)** VI for each chromatin and RNA feature in a RF Regression model for rearrangement frequency in pre-B cell VκJκALL active genes. Shown are features with significant VI. Mean Decrease in Node Purity (MDNP) is a measure of the decrease in accuracy if the feature is excluded. **(C)** H3K4me1 ChIP-seq data spanning the entire Vκ gene region comparing pro-B and pre-B cells (upper part). A zoom in of representative Jκ-distal region spanning genes Vκ9-123 to Vκ9-129 (lower part) illustrates the increase in H3K4me1 over Vκ genes in pre-B cells. Vκ9-128 is a pseudogene. **(D)** Scatterplot of H3K4me1 (within the RSS window) signal vs. VκJκALL pre-B gDNA rearrangement frequency, with linear regression line and 95% confidence interval using ggplot2 in R. Pearson correlation coefficient and associated p-value are also reported. **(E)** RF regression plot as in B for pre-B cell VκJκALL gene RNA/gDNA rearrangement frequency ratios. For **(A,B,E)**, chromatin or RNA feature is listed below bar. ChIP-seq/RNA-seq datasets derived from pro-B cells are denoted in red font. Black labeled features are derived from pre-B cells.

We next performed RF regression analysis to determine variable importance (VI) on only active pre-B cell genes within the gDNA VκJκALL repertoire to assess which factors influence individual Vκ rearrangement frequency levels. The epigenetic enhancer mark H3K4me1 in pre-B cells was most predictive of Vκ gene rearrangement levels, particularly at the 800 bp RSS window but also at upstream and promoter regions (Figure 3B). The levels of H3K4me1 are observed to dramatically increase at the pre-B cell stage over many Vκ genes. Figure 3C displays pro-B and pre-B cell H3K4me1 ChIP-seq data for the entire Igκ locus as well as a blow up of a representative Jκ-distal region. Linear regression analysis comparing H3K4me1 signal intensity within the RSS window and pre-B cell VκJκALL gDNA rearrangement frequency reveals a strong correlation with a Pearson correlation R value of 0.49 (Figure 3D). PU.1, considered a pioneering TF that initiates chromatin remodeling and subsequent H3K4me1 deposition (20), was the second highest predictor of rearrangement frequency. In addition, the active enhancer mark H3K27ac (35) and enhancer associated Ikaros and Pax5 scored high (36, 37). 

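These values relate the peak lists to the pooled pre-B gDNA VκJκALL usage in the paper's Dataset S2, over the 120 of 125 active Vκ genes that were placed on mm9. The Random Forest itself was not repeated, and Ikaros was not analysed here. Active genes with an H3K27ac peak in the RSS window (39 genes) had a median usage of 1.23%, against 0.449% for the 81 genes without one. The gene with the peak had the higher usage in 79.2% of all pairs (exact two-sided rank-sum permutation test, p = 7.07e-08, adjusted p = 7.07e-07 with Benjamini-Hochberg over 10 tests). Of 12 planned tests, 2 had no gene with a peak. In the promoter window, the medians were 1.25% for 34 genes with an H3K27ac peak and 0.496% for 86 without (adjusted p = 1.74e-06 from the same exact test). The promoter and RSS windows adjoin, so a peak that overlaps both counts in both tests. By the midpoint of the peak, 12 genes had an H3K27ac peak in the promoter window, with an adjusted p of 0.0326 from the same exact test. In the downstream window, no list passed 0.05 in that exact test. The adjusted p was 0.305 for H3K27ac (9 genes with a peak, higher in 61.9% of pairs). It was 0.360 for H3K4me3 (72.0% of pairs) and 0.847 for Pax5 (45.8% of pairs), each with 2 genes. The 14 genes with a Pax5 peak in the RSS window had a median usage of 1.52%, against 0.626% for the other 106, and were higher in 77.0% of pairs (exact permutation test, p = 0.000715, adjusted p = 0.00238). When genes were exchanged only within their Vκ family, the adjusted p for Pax5 was 0.0429 over these 10 tests and 0.0515 over all 12 planned ones, and that for H3K27ac was 0.0001 over the 10. With only the higher-scoring 50% of the Pax5 list, 1 active gene kept a Pax5 peak in this window, and the adjusted p was 0.933. Across the 120 genes, which are not independent replicates, the highest H3K27ac score in the RSS window, set to 0 without a peak, had a Pearson's r of 0.496 and a Spearman's rho of 0.483 with usage. Both had an adjusted p of 3.5e-05 over 7 relations, from permutation p-values of 1e-05, the smallest that 100000 resamples can give. For Pax5 in the RSS window, r was 0.290 (permutation p = 0.00237, adjusted p = 0.00415) and rho was 0.304 (permutation p = 0.00064, adjusted p = 0.00149). Among only the 39 genes with an H3K27ac peak, r was 0.321 (permutation p = 0.0459, adjusted p = 0.175), which did not pass 0.05 after adjustment over the relations computed for genes with a peak. Among the 14 genes with a Pax5 peak, it was 0.109 (permutation p = 0.706, adjusted p = 0.831). From the importance of such features in its regression model (Figure 3B), the paper states that H3K27ac and Pax5 scored high as predictors of rearrangement frequency.

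**Figure D2:**
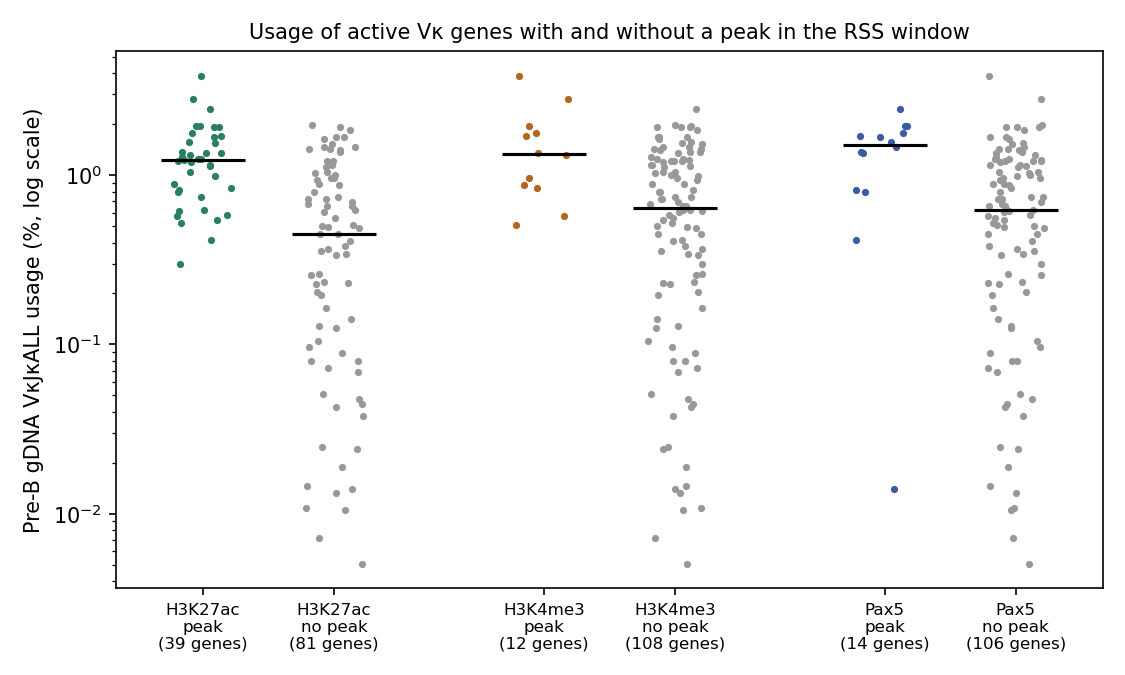
Percent of pooled pre-B gDNA VκJκALL reads (the paper's Dataset S2, log scale) of each of 120 active Vκ genes, split for each list by whether a peak overlaps the RSS window. Each point is a gene and each bar is a median, which is 1.23% with and 0.449% without an H3K27ac peak.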

RAG1 binding at the RSS also scored high in the VκJκALL repertoire and was the highest predictive factor in influencing VκJκ1 rearrangement levels (Figure 3B, Figure S7B). Unlike the Igh locus where it was found that proximal V_H_ gene rearrangement levels correlated with proximity to architectural factors CTCF and the cohesin complex member Rad21 (6), our regression models do not indicate either as predictive of rearrangement levels. Further, minimum distance calculations of CTCF and Rad21 show that almost all Vκ genes are positioned at a significant distance from bound CTCF/Rad21 (Figure S7D). Overall, our data indicates that epigenetic marks of enhancers, especially H3K4me1 and TFs associated with enhancers, predict both active rearrangement status and influence individual Vκ gene rearrangement frequency.

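Whether the peaks separate active from inactive Vκ genes was not tested, since only 25 of the 37 inactive genes (67.6%) could be placed on mm9, under the 80% set as a minimum. Of the 14 active genes with a Pax5 peak in the RSS window, 12 also had an H3K27ac peak there. Across the genome, 79.3% of the Pax5 peaks overlapped an H3K27ac peak by at least 1 bp, against 4.07% on average when the H3K27ac list was shifted at random along each chromosome. This is a ratio of 19.5 (one-sided permutation test with 1000 shifts, p = 0.001, the smallest these shifts can give, and adjusted p = 0.001 over 6 ordered pairs of lists). Of the H3K4me3 regions, 74.2% overlapped an H3K27ac peak, against 3.52% after shifting. The shifts also place peaks in sequence that reads cannot be aligned to, which lowers the shifted shares. Nor do they keep peaks near transcript starts, within 1000 bp of which lay 52.0% of the Pax5 and 27.2% of the H3K27ac peaks. The ratios therefore cannot separate a shared location at starts from a closer relation of the lists. H3K4me1 was not analysed here.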

We also performed regression analysis using pre-B cell RNA/gDNA ratios from VκJκALL rearrangement frequencies of IMGT classified functional Vκ genes to identify factors that may be responsible for elevated or decreased RNA representation relative to gDNA. 

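The ratio of RNA to gDNA usage was taken from the percentages in the paper's Dataset S2 for 99 active Vκ genes that are functional in the RefSeq classes, were placed on mm9 and had reads in both tables. The median ratio was 0.960 for the 32 genes with an H3K27ac peak in the promoter window and 0.927 for the 67 without one, and the gene with the peak had the higher ratio in 52.9% of pairs (exact two-sided rank-sum permutation test, p = 0.642, adjusted p = 0.797 over 3 tests). For H3K4me3 it was 0.957 in 8 genes with a region and 0.944 in 91 without, although the gene with the region was higher in only 46.0% of pairs, the direction that the test compares (exact permutation test, p = 0.719). For Pax5 it was 0.923 in 9 genes with a peak and 0.952 in 90 without, with 47.3% of pairs higher (exact permutation test, p = 0.797). With Vκ14-126 counted as functional, as in the paper's methods, there were 100 genes, and the adjusted p was 0.767 for each list. None of these differences was past 0.05, and the direction of each was not kept under every alternative. Ikaros, EBF and E2A were not analysed here.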

Ikaros was the top factor, followed by EBF and E2A, all binding at the promoter window (Figure 3E). Promoter window signal intensity values for Ikaros, EBF, and E2A were 3.1- to 6.7-fold increased for the overexpressed Vκ3 and Vκ6 family genes vs. the underrepresented Vκ4 family genes. Values for all other Vκ families combined were intermediate for Ikaros and E2A binding, although EBF binding was similar for Vκ3/6 and the other non-Vκ4 families (data not shown). This data suggests binding of these 3 TFs at individual Vκ gene promoters is predictive of higher representation in RNA-based libraries relative to gDNA-based libraries.

In order to identify a minimum subset of features that together best predict active vs. inactive Vκ genes, active Vκ rearrangement frequencies or RNA overrepresentation, we performed a feature selection, using Recursive Feature Elimination (RFE) analysis, using all possible combinations of the 20 most important features from the initial RF classification and regression models. It is important to note that while this analysis does not necessarily mean that these features are the most important individually (compared to VI barplots), it suggests that together they are able to explain the largest proportion of the variability in the data. Ikaros and PU.1 binding at the RSS along with the RIC score were among the 4 factors that when used together are the most predictive for pre-B cell active vs. inactive Vκ genes (Figure S7E). For determining which factors together could best predict the level of rearrangement of individual active Vκ genes, H3K4me1 and PU.1 at the RSS were among the top three factors (Figure S7F). Lastly, Ikaros, EBF, and E2A at the promoter were among the top 6 factors that could most accurately predict high RNA/gDNA ratios (Figure S7G). Feature selection analysis has identified a few variables that when considered together are able to predict active Vκ rearrangement levels and promoter strengths with an accuracy comparable to the full model. The features identified are consistent with the VI data extracted from the initial RF models (Figures 3A,B,E).

### The earliest Igκ rearrangements made in pro-B cells are more Jκ-distal biased

Although most Igκ rearrangements occur at the pre-B cell stage, an estimated 15% of CD43^+^ pro-B cells undergo early Igκ rearrangement (13). To examine whether early first pro-B Igκ rearrangements differed from that of the full Igκ repertoire generated in pre-B cells, we twice sorted both cell types from the same pool of mice and prepared gDNA and RNA libraries from each (Figure S1A). We first analyzed pro-B cell RNA repertoires (Figure S2F) which had many more reads than pro-B cell gDNA libraries. Pro-B cells had increased Jκ1 usage relative to pre-B cells, so we focused our analysis on the VκJκ1 repertoire (Figure 4A, Figure S3B) although similar trends were observed in VκJκALL. Vκ10-96 was the most frequently rearranging gene in the pro-B cell RNA repertoire, roughly 3 times higher than its representation in the pre-B cell RNA repertoire (Figure 4B, Figure S8A). In fact, the 4 Vκ genes from 19–93 through to 10–96 represented ~25% of the entire pro-B cell VκJκ1 RNA repertoire vs. ~12.5% in pre-B cells.

**Figure 4:**
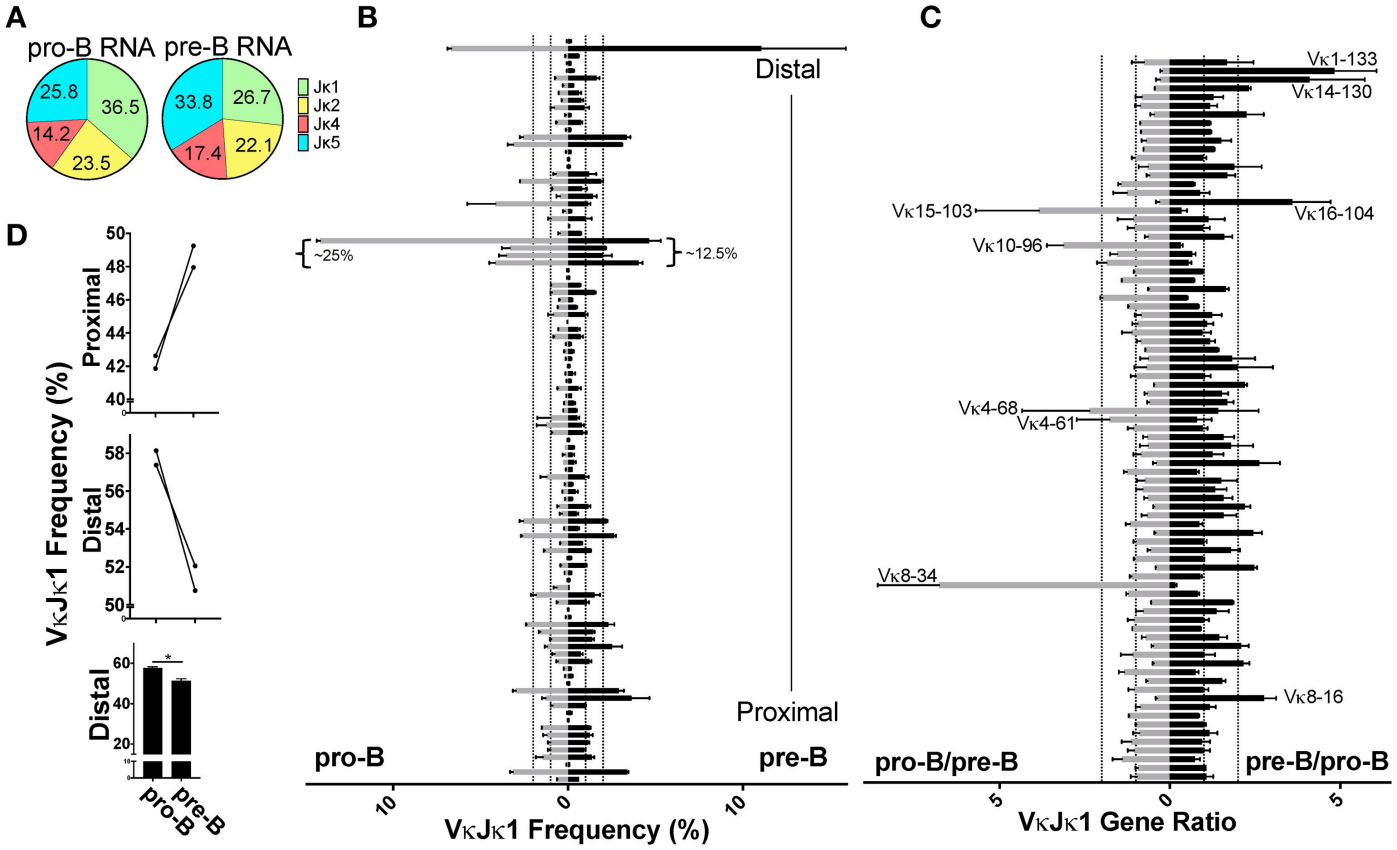
Pro-B cell VκJκ1 RNA repertoire is biased to usage of the Jκ-distal half of the locus. **(A)** Pie chart indicating average percent Jκ gene usage in pre-B (3 biological replicates) and pro-B (2 biological replicates) cells. **(B)** Relative rearrangement frequencies in the VκJκ1 RNA repertoires of pro-B (left) and pre-B cells (right) arranged from Jκ-distal (top) to Jκ-proximal (bottom). Dotted vertical lines represent 1 and 2% rearrangement frequencies. Brackets mark the frequently rearranging Vκ genes 19-93 to 10-96. Only Vκ genes with at least one read in each sample are shown. **(C)** VκJκ1 rearrangement frequency ratios of pro-B/pre-B (left) and the reciprocal pre-B/pro-B (right) arranged vertically as in **(B)**. Dotted vertical lines represent 1 (no difference) and 2-fold changes in rearrangement frequency. Only Vκ genes where both pro-B cell replicates had 0.05% frequency or greater are shown. For **(B,C)**, only the 2 pre-B cell replicates that can be paired (from same sort) with the 2 pro-B cell replicates are used. **(D)** Comparison of pro-B and pre-B cell VκJκ1 RNA rearrangement frequency in the Jκ-distal half vs. Jκ-proximal half of the Igκ locus. Jκ-proximal Vκ genes include genes Vκ3-1 to Vκ13-76 (upper bar graph). Jκ-distal Vκ genes include Vκ4-77 to Vκ2-137 (center bar graph). Each line connects pro-B and pre-B cell values from the same mice. Lower bar graph compares the combined distal frequencies for both pro-B or pre-B cell replicates. Error bars represent SEM. *p < 0.05.

Comparing the pro-B/pre-B Vκ RNA ratios, we observe about 17 Vκ genes that are ≥2-fold in rearrangement frequencies between pro-B and pre-B cells (Figure 4C, Figure S8B). To examine if there was any general bias between the pro-B/pre-B RNA ratios, we categorized Vκ RNA frequency as belonging to the Jκ-proximal half or Jκ-distal half of the Igκ locus using the genomic distance between the most Jκ-proximal Vκ gene (Vκ3-1) to the most Jκ-distal Vκ gene (Vκ2-137) to calculate the division between the proximal and distal halves of the locus. Vκ3-1 through Vκ13-76 were considered proximal half Vκ genes and Vκ4-77 through Vκ2-137 were distal half Vκ genes. Pro-B cells displayed roughly 5% greater overall frequency in rearrangements to the distal half of the Igκ locus relative to pre-B cells (Figure 4D, Figure S8C). Thus, pro-B cell RNA repertoire reflects skewing to the distal half of the Igκ locus, largely due to the contribution of Vκ10-96.

Despite low read numbers from pro-B cell gDNA libraries, enough reads were obtained to assess actual rearrangement differences between pro-B and pre-B cells, since the gDNA repertoire is the most unbiased for the reasons stated above. We observed that pro-B cells are more skewed toward deletional rearrangements than pre-B cells which is in agreement with their more predominant use of distal Vκ genes, most of which are in the deletional orientation (Figure S3C). Pro-B cells use Jκ1 in 50% of rearrangements compared with 40% for pre-B cells (Figure 5A, Figure S3B), similar to the Jκ1 skewing observed in the pro-B cell RNA repertoire. Because of this Jκ1 bias, we focused on VκJκ1 rearrangements, but data was similar with VκJκALL analysis. Similar to the RNA repertoire analysis, Vκ19-93 through Vκ10-96 accounted for a large part of the pro-B cell VκJκ1 gDNA repertoire (~17.5%). However, Vκ1-135 rearrangements are more predominant in pro-B cell gDNA and accounted for ~10%of VκJκ1 rearrangements (Figure 5B, Figure S8D), representing a 1.6-fold increase compared to pre-B cells. gDNA rearrangement frequency ratios indicate Igκ distal half Vκ rearrangements are much more pronounced in pro-B cells (Figure 5C, Figure S8E), up 15% compared to pre-B cells (Figure 5D, Figure S8F). Thus, pro-B cell rearrangements are biased to the distal half of the Igκ locus.

**Figure 5:**
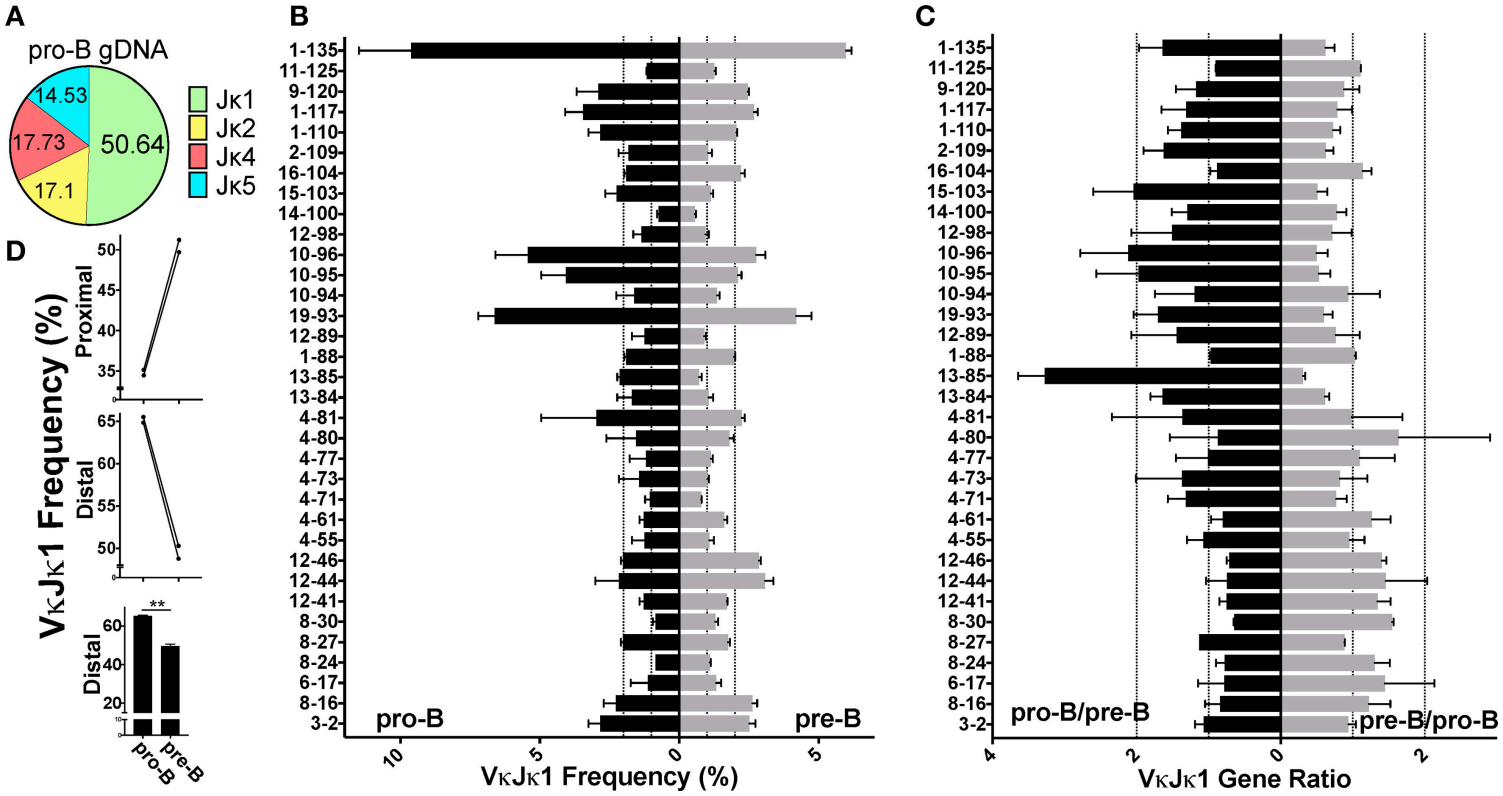
Pro-B cell gDNA rearrangements are biased to the Jκ-distal half of the kappa locus. **(A)** Pie chart indicating average percent Jκ gene usage in pro-B cells, from 2 biological replicates. **(B)** VκJκ1 gDNA repertoire frequencies of pro-B (left) and pre-B cells (right) arranged from Jκ-distal (top) to Jκ-proximal (bottom). Dotted vertical lines represent 1 and 2% rearrangement frequencies. Only Vκ genes comprising at least 0.5% of total rearrangements in both pro-B replicates were included. **(C)** VκJκ1 gDNA ratios of pro-B/pre-B (left) and the reciprocal pre-B/pro-B ratio (right) arranged vertically as in **(B)**. Dotted vertical lines represent 1 (no difference) and 2-fold changes in relative gDNA rearrangement. **(D)** Comparison of pro-B and pre-B cell VκJκ1 rearrangements in the Jκ-distal half vs. Jκ-proximal half of the kappa locus as in 4D. Error bars represent SEM. **p < 0.01.

We also compared matched pro-B cell gDNA and RNA repertoires and found that similar to pre-B cells, many Vκ4 family gene members were underrepresented and Vκ6-15 was overrepresented in the RNA repertoire (many Vκ3/6 family genes were filtered out due to low read numbers) (Figures S9A,D). Ratio analysis reveals similar trends as observed in pre-B cells (Figures S9B,C, E,F). Thus, promoter strength differences appear to be consistent through early B cell development.

### PU.1 binding at the promoter predicts pro-B cell Vκ relative rearrangement frequencies

We performed the same RF analysis as with pre-B cells. Classification analysis on pro-B cell gDNA repertoire data revealed that just as in pre-B cells, RIC score followed by PU.1 binding in the RSS window was most predictive of active vs. non-active Vκ genes (Figure 6A). However, unlike pre-B cells, regression analysis shows PU.1 binding at the promoter is by far the biggest predictor of rearrangement levels among active Vκ genes in pro-B cells (Figure 6B, Figure S7C). Also, enhancer marks are not as predictive of pro-B cell Vκ rearrangement frequency although H3K4me2 followed PU.1 in relative importance. Feature selection analysis was performed as with the pre-B cell data set. PU.1 at the RSS window was among the top features that when considered together were most able to accurately predict both active Vκ genes (vs. inactive Vκ genes) and also Vκ rearrangement frequency levels (Figures S7H,I), consistent with our VI analysis (Figure 6). Overall, 3–9 factors together could reasonably predict pro-B cell active Vκ genes (vs. inactive Vκ genes) and active Vκ rearrangement frequency levels, respectively.

**Figure 6:**
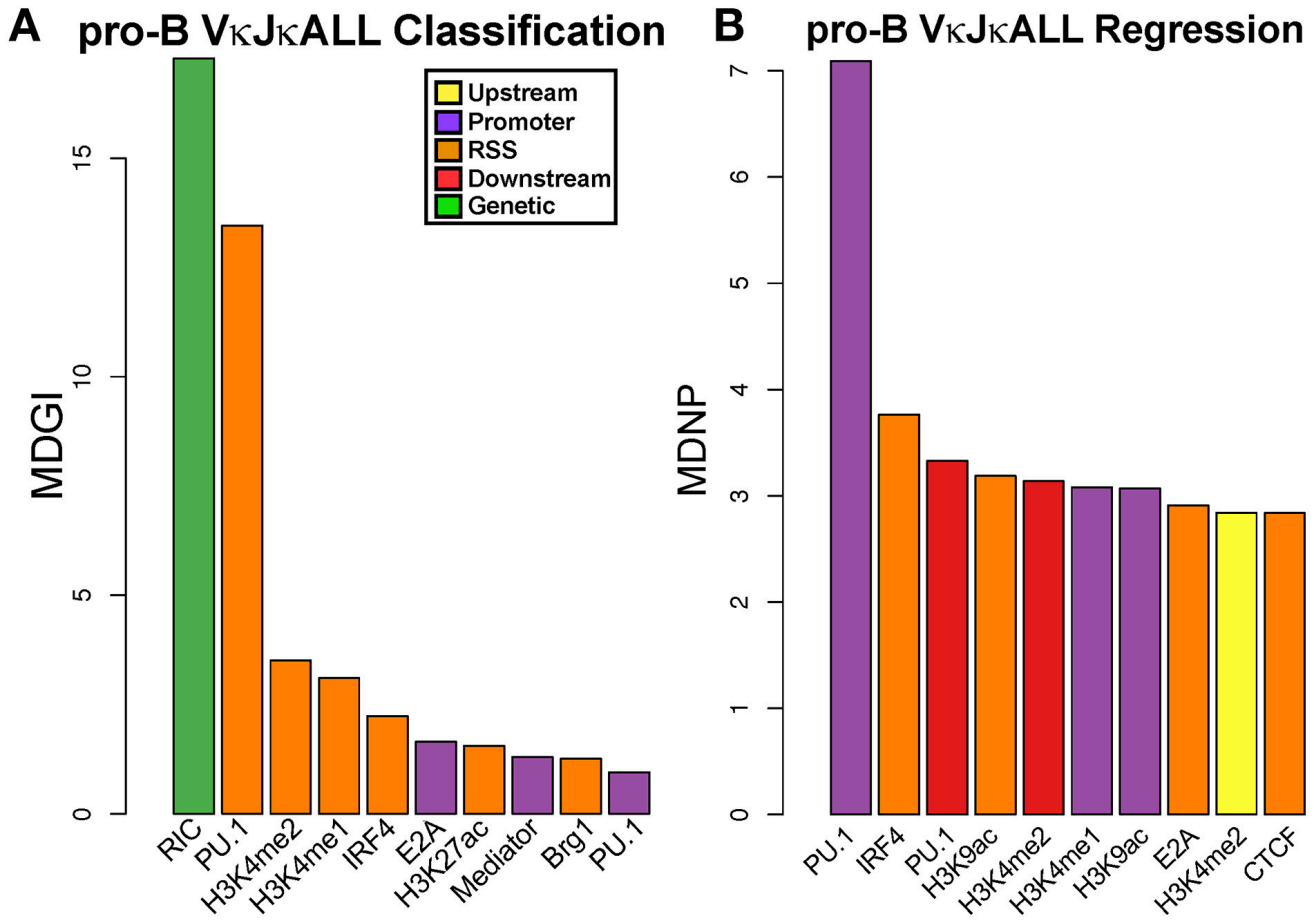
PU.1 predicts active Vκ genes and rearrangement frequency in pro-B cells. **(A)** VI for each chromatin and RNA feature in a RF classification model for pro-B cell gDNA VκJκALL active/inactive genes. Vκ genes were categorized as active if they contained at least 1 read. Shown are the top ten features with significant VI. **(B)** VI for each chromatin and RNA feature in a RF regression model for rearrangement frequency in pro-B cell gDNA VκJκALL active genes. Shown are features with significant VI. For **(A,B)**, chromatin or RNA feature is listed below bar. All features used in RF are from pro-B cells.

### iEκ regulates individual Vκ gene usage

iEκ is very important, but not absolutely required for Igκ chain rearrangement (15). However, whether iEκ can influence individual Vκ gene usage has not been examined previously. We therefore performed gDNA repertoire analysis from sorted pre-B cells from iEκ^−/−^ mice from 2 biological replicates, which were 87% similar (Figure S2G). We observed that iEκ^−/−^ pre-B cells had a dramatic increase in the relative frequency of Jκ1 gene usage, at over 63% compared to 41% for WT pre-B cells (Figure 7A, Figure S3B). For this reason, we focused our analysis on the VκJκ1 repertoire but VκJκALL data was similar. Strikingly, we find iEκ^−/−^ pre-B cells have a dramatically reduced representation of Vκ3 family proximal genes (Vκ3-1 to Vκ3-9) relative to WT (Figure 7B, Figure S10A). At Vκ3-10, both pre-B cell strains approach parity. At Vκ3-12, iEκ^−/−^ pre-B cells are >3-fold higher in rearrangement than WT cells. Other genes scattered throughout the locus were also altered. Vκ genes 6-20, 6-29, 13-82, and 1-133 represented a higher percentage of the repertoire in iEκ^−/−^ pre-B cells. Conversely, Vκ genes 6-17, 4-70, and 11-125 were diminished in iEκ^−/−^ frequency. These differences are more easily observed when displaying the ratio of WT to iEκ^−/−^ frequencies or vice versa (Figure 7C, Figure S10B). This data provides evidence that iEκ is able to regulate not only overall levels of rearrangement but is able to regulate individual Vκ usage.

**Figure 7:**
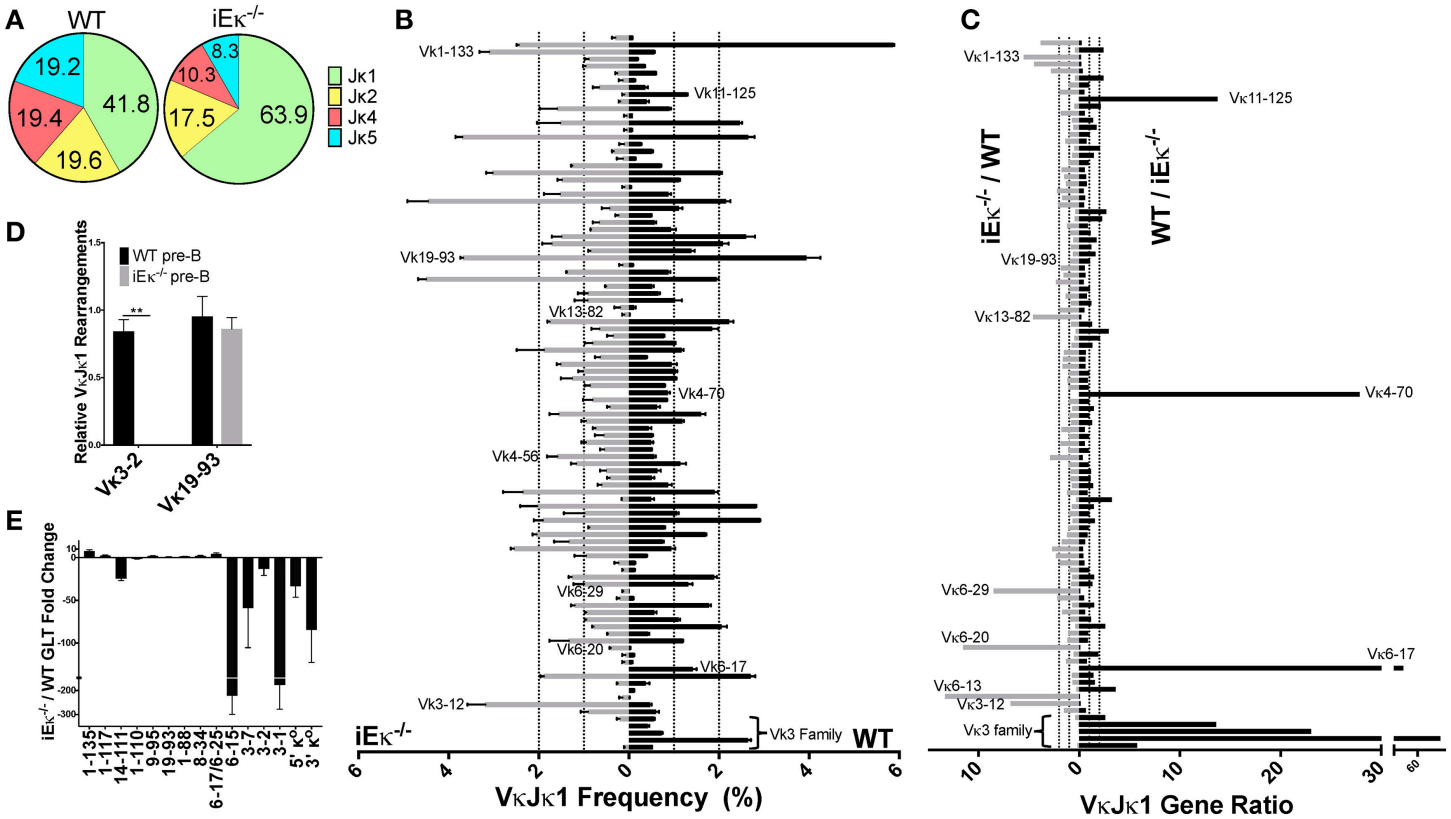
iEκ regulates rearrangement of Vκ3 family genes. **(A)** Pie chart indicating the percent Jκ gene usage in WT and iEκ^−/−^ pre-B cells. Data for WT is a combination of all 3 biological replicates, while the data for iEκ^−/−^ represents a combination of 2 replicates. Percent Jκ usage is indicated. **(B)** VκJκ1 gene gDNA rearrangement frequency in WT (right) and iEκ^−/−^ (left) pre-B cells. Labeled Vκ genes were most affected by the absence of iEκ. Only Vκ genes that are present at 0.1% or more in either WT or iEκ^−/−^ cells are listed. Data are comprised of 2 WT replicates and 2 iEκ^−/−^ replicates. **(C)** VκJκ1 gDNA gene ratios comparing WT and iEκ^−/−^ cells, iEκ^−/−^/WT on the left, WT/iEκ^−/−^ on the right. The 2 replicates of WT or iEκ^−/−^ were combined to produce one value for a Vκ gene ratio. Only VκJκ1 genes that are at least 0.1% in WT are listed. Vκ genes in iEκ^−/−^ pre-B cells which had a rearrangement frequency of 0 (when paired with WT genes that had a frequency ≥ 0.1) were replaced with the frequency equivalent of 1 read. Therefore, some of the WT/iEκ^−/−^ ratios are an underrepresentation of the actual difference between the two. **(D)** TaqMan qPCR on sorted pre-B cell WT and iEκ^−/−^ gDNA for Vκ 3-2Jκ1 or Vκ19-93Jκ1. Data was first normalized to heavy chain Eμ and then normalized to the total rearrangements using a degenerate Vκ binding primer “VκALL” (Materials and Methods). **p < 0.01. (E) qPCR showing GLT expression throughout the Igκ locus in CD19^+^ purified BM pre-B cells from iEκ^−/−^ Rag^−/−^ hIgH Tg and Rag^−/−^ hIgH Tg control mice. Bars below the x axis indicate lower expression in iEκ^−/−^ Rag^−/−^ hIgH Tg relative to Rag^−/−^ hIgH Tg control pre-B cells. Bars above the x axis indicate higher expression in iEκ^−/−^ Rag^−/−^ hIgH Tg pre-B cells. GLT expression was normalized to GAPDH. GLT data covering Vκ3-7, Vκ1-110, Vκ1-111, and Vκ1-117 genes was derived from 2 biological replicates, all other GLT data was derived from 3 biological replicates. **(B–E)** Error bars represent SEM.

To confirm the dramatic discrepancy in Jκ-proximal Vκ3 family gene rearrangements between WT and iEκ^−/−^ pre-B cells, we assayed sorted pre-B cell gDNA using TaqMan qPCR with a Jκ1 reverse primer and Jκ1 probe. In addition to normalizing data for DNA loading (Eμ), the data were also normalized to the total level of rearranged Vκ genes (using a degenerate Vκ primer) since overall levels of kappa rearrangement are far lower in iEκ^−/−^ pre-B cells relative to WT pre-B cells (15). We quantified a 6.5-fold decrease in iEκ^−/−^ pre-B cell rearrangement relative to WT pre-B cells using the degenerate Vκ primer with the Jκ1 reverse primer and probe (data not shown). However, this is likely an underestimate since downstream Jκ usage in WT pre-B cells accounts for a bigger proportion of total rearrangements relative to iEκ^−/−^ pre-B cells. By normalizing Vκ gene usage to the total level of Vκ rearrangements, we are interrogating how the frequency of a given Vκ gene changes within the pool of rearrangements that do occur. We examined the Vκ3-2 gene due to it its elevated Jκ1 rearrangement frequency (~2.5%) in WT pre-B cells. In contrast to WT, no detectable Vκ3-2 rearrangement was found in iEκ^−/−^ pre-B cells (Figure 7D). Vκ19-93, a highly rearranged gene whose relative frequency is similar in WT and iEκ^−/−^ pre-B cells, is shown to be proportionately unchanged upon iEκ deletion. We conclude that iEκ directly regulates the rearrangement of the most Jκ-proximal Vκ3 family genes.

The accessibility hypothesis postulates that germline transcription (GLT) correlates with accessibility for rearrangement (38). We hypothesized that the dramatic decrease in Vκ3 family proximal rearrangements observed in iEκ^−/−^ pre-B cells might be linked to decreased local transcription. We examined the transcriptional influence of iEκ deletion using Rag1 deficient, heavy chain transgenic mice which resemble pre-B cells but contain a germline Igκ locus configuration (16). These mice were crossed with iEκ^−/−^ mice to assess Vκ GLT in the absence of this enhancer. As can be seen in Figure 7E, iEκ absence results in a dramatic loss of GLT in the most Jκ-proximal Vκ region relative to WT pre-B cells. This transcriptionally deficient region contains the Vκ3 family genes that did not rearrange in iEκ^−/−^ pre-B cells. Thus, iEκ controls rearrangement and GLT of the proximal Vκ genes.

## Discussion

Our study is the first to directly compare Vκ gene rearrangement frequencies from both gDNA and RNA from paired samples of pro-B and pre-B cells. Our data shows that ~20% of functionally classified Vκ genes have ≥2-fold apparent differences in the frequency of rearrangements when comparing data obtained from gDNA vs. RNA repertoires in pre-B cells. We also show that individual Vκ genes display extremely varied Jκ gene usage, consistent with previous data (8). Additionally, to our knowledge, our study is the first to perform deep sequencing of the Igκ repertoire in WT pro-B cells and in iEκ^−/−^ pre-B cells, where we show that iEκ is critical for the rearrangement of Jκ-proximal Vκ3 family genes and that pro-B cell rearrangements are more biased to the distal half of the Igκ locus.

A previous study of B220^+^ BM B cells (primarily assaying pre-B cells and immature B cells) using 5′ RACE PCR revealed 7 genes that were highly represented among all Vκ genes, each ranging from 5 to 7% of the total repertoire (5). Our pre-B cell RNA dataset detected 130 genes with at least one read with 11 genes appearing at a frequency of 2% to just under 7%. Six of the seven top genes from the previous study were among our highest frequency gene list. Comparison of the two studies reveals that Vκ genes 9-120, 19-93, 6-23, 6-17, and 6-15 all increased ≥2-fold in frequency in that study compared to our repertoire data, perhaps being upregulated in the differentiation step between pre-B and immature B-cells. The other recent Igκ repertoire study examined gDNA rearrangements at the pre-B cell stage and this study also found unequal Vκ and Jκ gene usage (8). However, that study only analyzed VκJκ1 repertoire, whereas we analyzed the entire repertoire since we found that some Vκ genes rarely if ever rearrange to Jκ1.

We reasoned that direct comparison of gDNA and RNA repertoires would reveal any biases that might arise from differential promoter strengths of individual Vκ genes. We show that 80% of functional pre-B Vκ gDNA/RNA or RNA/gDNA frequency ratios are within 2-fold of each other. This suggests that most Vκ gene promoters share similar strengths. However, several Vκ3/6 family gene members as well as 2 Jκ-distal genes Vκ17-127 and Vκ9-129 had ≥2-fold higher representation in RNA repertoire. Conversely, many Vκ4 family members as well as Vκ20-101-2 were ≥2-fold lower in their RNA repertoire. Using regression analysis, we show that Ikaros, EBF and E2A binding to the promoter region predict high RNA representation and are thus likely drivers of strong Vκ promoters. Also, Vκ4 family gene members display greater genomic distance between the octamer and the TATA box compared to other Vκ family members (11). Increasing genomic distance between the octamer and TATA box has been shown to reduce transcriptional output using β-globin constructs (39). V_H_ promoter strength and TF complex formation *in vitro* decreases when increasing the distance between the octamer and another promoter motif called the heptamer (40). The increased distance between octamer and TATA box may explain why Vκ4 family gene members have lower RNA levels per rearranged gene. However, despite the fact that Vκ gene family promoters have different apparent arrangements of cis-regulatory elements, most appear to have similar promoter strengths or are brought to the same transcriptional capacity by the 3′ enhancer (3′Eκ) and Ed, which have been shown to be the primary regulators of the level of rearranged VκJκ transcription for most Vκ genes (14, 41–43). Relatively equal transcription of rearranged Vκ genes has implications for central tolerance since altered BCR levels or BCR signal intensity can profoundly impact central tolerance (44, 45).

We used machine learning RF analysis combined with a much larger ChIP-seq and RNA-seq database than any previous studies to reveal factors predictive of active vs. inactive Vκ genes (RF classification) and also individual Vκ gene rearrangement frequencies (RF regression analysis). Datasets were derived from both pre-B cells and pro-B cells since Igκ locus contraction, and to a minor extent rearrangement, occur at the pro-B cell stage (13, 46, 47). After RIC score, PU.1 binding (RSS window) and Ikaros (RSS and promoter windows) were identified as the highest predictors of active vs. inactive Vκ genes. Although PU.1 RSS binding was also identified as a high mark in a previous Igκ RF classification analysis (8), that study did not examine pre-B cell Ikaros binding. Regression analysis showed that the levels of the enhancer mark H3K4me1 in pre-B cells were most predictive of active Vκ gene rearrangement levels while RAG-1 binding within the RSS window predicted VκJκ1 pre-B cell rearrangement levels. This is the first report to show that H3K4me1 in pre-B cells, and active enhancer mark H3K27ac to a lesser extent, is the most predictive of individual Vκ gene rearrangement levels in pre-B cells. 

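Of the 10 Vκ genes with the highest pre-B gDNA VκJκALL usage in the paper's Dataset S2, 7 had an H3K27ac peak in the RSS window. Vκ1-135 is the most used gene, with the paper's value of 3.86%, and its V exon lies on chromosome 6 of mm9 from 67560190 to 67560502. The highest H3K27ac score was 9.75 in its RSS window, 13.2 in its promoter window and 18.1 in its upstream window. Vκ19-93 (the paper's value 2.80%, V exon from 68686291 to 68686585) had a score of 26.1 in the RSS and promoter windows. The highest score in any RSS window was 27.2, at Vκ12-46 (V exon from 69714517 to 69714814), which had the paper's value of 1.96%. Vκ4-51, which was placed by its sequence, had the third highest score, 23.9, with the paper's value of 0.818%. Vκ8-16, Vκ4-77 and Vκ8-23-1 are among the 10 most used genes and had no H3K27ac peak in the RSS or the promoter window, the last 2 of them being placed by sequence. In the upstream window, Vκ8-16 and Vκ8-23-1 had H3K27ac peaks with scores of 10.2 and 10.5. Of the 36-mers in their RSS windows, 27.4% and 27.0% occur once in the Vκ region and 99.0% of each occur at most 3 times. This pair is among the pairs of genes with identical 3′ ends whose reads the paper divided with a string search. In the RSS window of Vκ4-77, 60.3% of the 36-mers occur once in the Vκ region and 74.7% occur at most 3 times. Reads from the rest of that window may have been lost in the alignment, so its lack of a peak is less certain. H3K4me1 was not analysed here.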

We also show that the extent of H3K4me1 greatly increases in pre-B cells compared to pro-B cells, particularly near Vκ genes. The presence of H3K4me1 levels at enhancers has been shown to correlate with long-range chromatin contacts (12). Thus, the degree of H3K4me1 at individual Vκ genes may facilitate long-range interactions responsible for locus contraction, and for rearrangement of that particular Vκ gene, providing a mechanistic explanation for higher rearrangement frequencies.

This is also the first report, to our knowledge, to identify PU.1 as a crucial regulator of Igκ rearrangement at the pro-B cell stage. This is consistent with a recent report showing that PU.1 regulates Igκ transcription and rearrangement in a pro-B cell line mainly by binding in close proximity to Vκ gene transcriptional start sites (48). Previous reports comparing pro-B cell ChIP-seq data sets with Igh gene rearrangement frequencies highlight that Vκ rearrangements are regulated in a distinct manner from V_H_ rearrangements. We previously demonstrated that proximity of CTCF and Rad21 was critical for proximal V_H_ gene rearrangements, while distal V_H_ gene rearrangement levels were predicted by high active histone marks (especially H3K4me2/3) (6). A more recent report identified Pax5 and IRF4 binding at the RSS as predictive of distal V_H_ gene rearrangement frequency (7). Unlike the Igh locus, neither CTCF or Rad21 binding appear to correlate with individual Vκ gene rearrangement frequency which is not unexpected since CTCF bound sites are not close to Vκ genes (Figure S7D) (49). Overall, our data reveal different mechanisms controlling rearrangement at the Igh vs. the Igκ locus as well as differential control of Vκ gene rearrangement in the pro-B cell stage vs. pre-B cell stage.

We observed higher Jκ1 usage in pro-B cells which we hypothesized was a result of these cells not having had as much time as pre-B cells to undergo additional rearrangements to downstream Jκ genes. We also observed that pro-B cells have a distinct bias for rearrangement to Vκ genes in the distal half of the kappa locus largely due to Vκ10-96 and Vκ1-135. A potential reason for this bias is that there is a higher proportion of long-range interactions between the Jκ/iEκ region and the Jκ-distal half of the Igκ locus vs. the Jκ-proximal half in pro-B cells, as assayed by 4C (E.M. Barajas-Mora, EK, AJF, manuscript submitted). This hypothesis would be consistent with the link between long-range interactions and rearrangement frequency (46).

Many long-range chromatin interactions are primarily mediated through CTCF (50, 51). CTCF binds to two cis-regulatory elements in the VJ intervening sequence that play important roles in Igκ rearrangement. These two elements, Cer (contracting element for recombination) and Sis (silencer in the intervening sequence), have overlapping but distinct functions at the kappa locus (52–55). Deletion of each element separately reveals that they mediate Jκ-distal Vκ rearrangement. However, only Cer is responsible for regulating locus contraction and its absence has a much more profound effect on repertoire composition. In addition to these two elements, CTCF binds to ~65 CTCF binding sites throughout the Vκ portion of the Igκ locus in pre-B cells. However, CTCF binding to the Igκ locus at the pro-B cell stage is much more restricted occurring mostly in the Jκ-distal half of the locus (49, 56), possibly partially explaining the preponderance of long-range interactions to the distal half of the locus in pro-B cells.

The highest observed pro-B cell CTCF and cohesin ChIP-seq peak occurs between the Vκ10-95 and Vκ10-96 genes. CTCF-mediated looping occurs predominantly when two CTCF sites are in convergent orientation (facing each other) as opposed to tandem orientation (both facing the same direction) (57, 58). The two CTCF sites in the Cer element both are oriented toward the Vκ genes, while the CTCF peak downstream of Vκ10-96 faces toward Cer. Preliminary 4C data from the viewpoint of this CTCF site shows a prominent interaction with the Cer element at the pro-B cell stage (E.M. Barajas-Mora, EK, AFJ, unpublished data). Because Cer regulates Jκ-distal Vκ gene usage (52), we hypothesize that a major contributing factor to elevated Vκ10 family member gene rearrangements in pro-B cells, especially Vκ10-96 but also Vκ19-93, Vκ10-94, and Vκ10-95 is the long-range interactions between this CTCF site and Cer that predominate over other Igκ locus interactions.

Another prominent pro-B cell Jκ-distal CTCF site is found near Vκ2-137 (49, 56). This CTCF is significant because it is relatively close (54 kb) to the Vκ1-135 gene which represents ~10% of all pro-B cell gDNA rearrangements. Even though individual Vκ gene proximity to CTCF does not predict rearrangement frequency, CTCF-mediated long-range interactions are likely in part responsible for the pro-B cell bias toward Jκ-distal Vκ genes, consistent with data showing that conditional early B cell deletion of CTCF leads to increased usage of proximal Vκ genes (59).

Lastly, we show that iEκ regulates usage of Vκ genes that lie within a region of iEκ-controlled GLT. The most Jκ-proximal Vκ genes within this transcriptionally deficient area in iEκ^−/−^ pre-B cells barely rearranged. However, we note that not all genes within this transcriptional sphere of iEκ influence are deficient in rearrangement. Genes at the Jκ-distal end of this enhancer-controlled transcriptional region did not display noticeable rearrangement defects (e.g., Vκ6-15) indicating a lack of strict correlation between GLT levels and rearrangement. Work from our lab using Cer-deleted Abelson-MuLV-transformed pro-B cell lines further indicates that the level of Vκ3 family gene rearrangement is not dependent on the level of GLT occurring over the gene body (60). Because strong iEκ to Vκ3 region interactions occur in pro-B cells (46) (E.M. Barajas-Mora, EK, AJF, manuscript submitted), a likely explanation of our data then is that the Vκ3 family genes that do not rearrange in the absence of iEκ are dependent on this enhancer for long-range contacts to drive rearrangement. However, compensatory long-range interactions in the absence of iEκ may occur and could explain altered rearrangement of other Vκ genes in both the proximal and distal half of the Igκ locus (e.g., Vκ6-29, Vκ4-70, Vκ11-125, and Vκ1-133). Both iEκ and the 3′Eκ enhancers have been shown to make long-range interactions throughout the Igκ locus in pre-B cells (46, 61). Additionally, both enhancers have partially redundant roles in kappa rearrangement, although iEκ is more important. Combined loss of both enhancers abrogates Igκ rearrangement entirely (14). If 3′Eκ were to exhibit altered bias in long-range interactions relative to iEκ, then Vκ gene rearrangement might be altered in the absence of iEκ. Another notable observation in the iEκ^−/−^ pre-B cells was the sizeable increase in Jκ1 usage compared to wild-type, ~63 vs. ~41%, respectively. Jκ1 rearrangements in iEκ^−/−^ are even more predominant than WT pro-B cells, in which Jκ1 represented 50% of all rearrangements. This suggests that iEκ^−/−^ pre-B cell rearrangements begin late enough in pro-B cell differentiation that only the most primary rearrangements take place, which are mostly Jκ1.

In summary, we have analyzed the unbiased gDNA and RNA repertoire of pro-B and pre-B cells and show that differences do occur in Vκ gene usage between the two libraries of a given cell type. These differences are likely tied to promoter strengths and appear consistent throughout B cell development. The overall distribution of Vκ gene rearrangements shifts toward Jκ-proximal Vκ gene usage during the course of BM B cell differentiation. Importantly, enhancer marks, especially H3K4me1, have the highest correlation with unequal Vκ utilization in pre-B cells, while PU.1 shows the highest correlation with early Vκ gene rearrangement in pro-B cells.

## Ethics statement

This study was carried out under approval of our protocol by The Scripps Research Institute's IACUC.

## Author contributions

EK and AF designed experiments, analyzed data, and wrote the manuscript. EK performed all experiments. SL performed the bioinformatic analyses.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Epigenetic Enhancer Marks and Transcription Factor Binding Influence Vκ Gene Rearrangement in Pre-B Cells and Pro-B Cells
**Source:** Front Immunol. 2018 Sep 13;9:2074. doi: 10.3389/fimmu.2018.02074
**Supplement:** Supplementary file 11

**Table S1.** Feeney lab ChIP-seq and RNA-seq datasets used in this study

| Feature  | B-cell | Series    | Accession                                |
|----------|--------|-----------|------------------------------------------|
| H3K4me1  | Pro-B  | GSE73531  | GSM1897403                               |
| H3K4me1  | Pre-B  | GSE79054  | GSM2084579                               |
| H3K4me3  | Pro-B  | GSE47766  | GSM1156663                               |
| H3K4me3  | Pre-B  | GSE113306 | GSM3103100                               |
| H3K27ac  | Pre-B  | GSE113306 | GSM3103098                               |
| H3K27me3 | Pro-B  | GSE73531  | GSM1897395                               |
| H3ac     | Pro-B  | GSE47766  | GSM1156657                               |
| Pax5     | Pre-B  | GSE113306 | GSM3103102                               |
| YY1      | Pro-B  | GSE73531  | GSM1897387                               |
| YY1      | Pre-B  | GSE73531  | GSM1897389                               |
| CTCF     | Pro-B  | GSE47766  | GSM1156665                               |
| CTCF     | Pre-B  | GSE109909 | GSM2973687                               |
| Rad21    | Pro-B  | GSE47766  | GSM1156667                               |
| Rad21    | Pre-B  | GSE109909 | GSM2973688                               |
| RNA-seq  | Pro-B  | GSE73532  | GSM1897405,<br>GSM1897406,<br>GSM1897407 |
| RNA-seq  | Pre-B  | GSE73532  | GSM1897411,<br>GSM1897412                |

**Table S1.** Publically available ChIP-seq datasets used in this study

| Feature   | B-cell              | Reference | Series   | Accession    | Analysis and notes                       |
|-----------|---------------------|-----------|----------|--------------|------------------------------------------|
| H3K27ac   | Pro-B + IL-7        | [1]       | GSE24165 | GSM594592    |                                          |
| H3K9Ac    | Pro-B + IL-7        | [2]       | GSE38046 | GSM932943-6  | Four replicates combined                 |
| H3K4me2   | Pro-B + IL-7        | [3]       | GSE40173 | GSM987804    |                                          |
| Pax5      | Pro-B + IL-7        | [2]       | GSE38046 | GSM932924    | Bed file with all uniquely aligned reads |
| Ikaros    | Pro-B + IL-7        | [4]       | GSE53595 | GSM1296535   |                                          |
| Ikaros    | Pre-B via IL-7      | [5]       | GSE42462 | GSM1040573-4 | Two replicates combined                  |
| IRF4      | Pro-B + IL-7        | [4]       | GSE53595 | GSM1296534   |                                          |
| E2A       | Pro-B + IL-7        | [6]       | GSE21978 | GSM546523    |                                          |
| EBF       | Pro-B + IL-7        | [4]       | GSE53595 | GSM1296532   |                                          |
| PU.1      | Pro-B + IL-7        | [4]       | GSE53595 | GSM1296533   |                                          |
| p300      | Pro-B + IL-7        | [3]       | GSE40173 | GSM987808    |                                          |
| Mediator1 | Abl pro-B cell line | [7]       | GSE44288 | GSM1038263   |                                          |
| Foxo1     | Pro-B + IL-7        | [6]       | GSE21978 | GSM546525    | Two runs combined (SRA)                  |
| Brg1      | Pro-B + IL-7        | [8]       | GSE66978 | GSM1635413   |                                          |

|      |                |     |              |            |  |
|------|----------------|-----|--------------|------------|--|
| Rag1 | Pre-B (IgH Tg) | [9] | GSE6947<br>5 | GSM1701796 |  |
|------|----------------|-----|--------------|------------|--|

**Table S1.** VκJκ-seq datasets generated in this study

| Feature                                | Series    | Accession  | Notes                         |
|----------------------------------------|-----------|------------|-------------------------------|
| WT pre-B cells gDNA #1                 | GSE117800 | GSM3309446 |                               |
| WT pre-B cells gDNA #2                 | GSE117800 | GSM3309447 |                               |
| WT pre-B cells gDNA #3                 | GSE117800 | GSM3309448 |                               |
| WT pre-B cells RNA #1                  | GSE117800 | GSM3309449 | Technical replicates combined |
| WT pre-B cells RNA #2                  | GSE117800 | GSM3309450 |                               |
| WT pre-B cells RNA #3                  | GSE117800 | GSM3309451 |                               |
| WT pro-B cells gDNA #1                 | GSE117800 | GSM3309452 |                               |
| WT pro-B cells gDNA #2                 | GSE117800 | GSM3309453 |                               |
| WT pro-B cells RNA #1                  | GSE117800 | GSM3309454 |                               |
| WT pro-B cells RNA #2                  | GSE117800 | GSM3309455 |                               |
| iEκ <sup>-/-</sup> pre-B cells gDNA #1 | GSE117800 | GSM3309456 | Technical replicates combined |
| iEκ <sup>-/-</sup> pre-B cells gDNA #2 | GSE117800 | GSM3309457 | Technical replicates combined |

## References

1. Creighton, M.P., et al., *Histone H3K27ac separates active from poised enhancers and predicts developmental state*. Proc Natl Acad Sci U S A, 2010. **107**(50): p. 21931-6.
2. Revilla, I.D.R., et al., *The B-cell identity factor Pax5 regulates distinct transcriptional programmes in early and late B lymphopoiesis*. EMBO J, 2012. **31**(14): p. 3130-46.
3. Lin, Y.C., et al., *Global changes in the nuclear positioning of genes and intra- and interdomain genomic interactions that orchestrate B cell fate*. Nat Immunol, 2012. **13**(12): p. 1196-204.
4. Schwickert, T.A., et al., *Stage-specific control of early B cell development by the transcription factor Ikaros*. Nat Immunol, 2014. **15**(3): p. 283-93.
5. Ferreira-Vidal, I., et al., *Genome-wide identification of Ikaros targets elucidates its contribution to mouse B-cell lineage specification and pre-B-cell differentiation*. Blood, 2013. **121**(10): p. 1769-82.
6. Lin, Y.C., et al., *A global network of transcription factors, involving E2A, EBF1 and Foxo1, that orchestrates B cell fate*. Nat Immunol, 2010. **11**(7): p. 635-43.
7. Whyte, W.A., et al., *Master transcription factors and mediator establish super-enhancers at key cell identity genes*. Cell, 2013. **153**(2): p. 307-19.
8. Bossen, C., et al., *The chromatin remodeler Brg1 activates enhancer repertoires to establish B cell identity and modulate cell growth*. Nat Immunol, 2015. **16**(7): p. 775-84.
9. Teng, G., et al., *RAG Represents a Widespread Threat to the Lymphocyte Genome*. Cell, 2015. **162**(4): p. 751-65.

# Supplementary material for: Epigenetic Enhancer Marks and Transcription Factor Binding Influence Vκ Gene Rearrangement in Pre-B Cells and Pro-B Cells
**Source:** Front Immunol. 2018 Sep 13;9:2074. doi: 10.3389/fimmu.2018.02074
**Supplement:** Supplementary file 14

**Supplementary Figure Legends**

**Figure S1.  Pro-B and small pre-B sorting scheme and MiSeq library prep**.  (A) CD19^+^ microbead purified BM cells were gated for live CD19^+^ B cells and further gated for CD93^high^, IgM^-^ expression.  Cells were then gated as either pro-B cells (CD43^+^, CD2^-^) or pre-B cells (CD43^-^, CD2^+^).  Pre-B cells were further gated based on size.  Cells on the right side of the forward scatter histogram were large pre-B cells.  Cells on the left side were small pre-B cells.  Only small pre-B cells were used in this study.  (B) Post-sort purity assessment from the lymphocyte gate for pro-B cells (80% pure, upper panels) and small pre-B cells (98.7% pure, lower panels). Small pre-B cell post-sort analysis also includes FSC histogram. Sort gates were kept the same for the post sort assessment, and loss of BV421signal intensity (CD43) is apparent for both B cell populations after sort, accounting for the apparent loss in purity in pro-B cells. (C) gDNA or RNA was harvested from sorted cells.  For gDNA, VDJ-seq library preparation was performed as recently described by Matheson et al. with modifications (left side). Briefly, gDNA was sheared to a size of 500-1000 bp using Bioruptor (Diagenode).  Sheared gDNA was then adapter ligated.  This adapter had 6N for deduplication.  Adapter ligated gDNA was primer extended using combination of custom Jκ1, Jκ2, Jκ4, and Jκ5 biotinylated primers followed by streptavidin bead pull-out.  The first of two PCRs adds the Illumina i5 and i7 index primer sequence to the biotinylated primer extended DNA.  The 3’ end of the reverse primer is positioned just upstream of the binding site for the biotinylated Jκ primer.  The second PCR adds the P5 and P7 sequences to complete the gDNA library prep.  We developed a custom protocol for RNA-based library prep (right side).   RNA is converted to cDNA using a high-fidelity (HF) reverse transcriptase (RT).  This is followed by RNase H, then RNase A/T treatment to eliminate any contaminating RNA.  Purified cDNA is then adapter ligated using “bridge” adapters with custom 6 random Ns for deduplication.  The 6N serving as a bridge will not be incorporated into the amplified sequence.  The 6Ns containing the phosphate will be incorporated into the amplified sequence.  As was the case for gDNA library prep, consecutive PCRs add the i5, i7 and P5, P7 sequences.  Both gDNA and cDNA library preps were sequenced using Illumina MiSeq 2x300 read lengths.

**Figure S2. Repertoire correlations**. (A-D) Scatterplot matrices (lower left panels) and absolute correlation (upper right panels) were generated using the pairs and panel.cor functions, respectively, in R.  Scatterplot matrices and correlation for (A) 3 pre-B gDNA biological replicates, (B) 3 pre-B RNA biological replicates or (C) the rearrangement frequency ratios of the 3 gDNA/RNA pairs, where each pair were from the same sorted cells.  VκJκALL gene frequency was used as input for A-C.  The font size of the correlation is proportional to the correlation. A-C, Vκ genes with no reads in all 3 replicates were excluded from analysis.  (D) Scatterplot matrices and correlation of individual Jκ repertoires for each pre-B cell gDNA biological replicate are shown.  WT#3 library prep was generated using different Jκ reverse PCR primers. The font size of the correlation is proportional to the actual correlation.  (E-G) Scatterplots using ggplot package in R. Correlation and p value were generated using gtools package in R.  (E) Correlation between pre-B cell RNA sample with (Dedup) and without (Non-dedup) deduplication based on the adapter random 6Ns.  (F) Correlation between pro-B cell RNA biological replicates.  (G) Correlation between iEκ^-/-^ pre-B cell gDNA biological replicates.  E-G, samples used VκJκALL gene frequency as input.  Genes with 0% frequency in both samples of a given comparison were not included.

**Figure S3. Analysis of productive, non-productive, Jκ gene repertoire and V**κ **orientation repertoire**.  (A) Pie charts showing the percent of productive (green) versus non-productive (yellow) VκJκALL gene rearrangement frequency. Top row shows the 3 pre-B cells gDNA biological replicates. The second row shows the 3 paired pre-B cell RNA biological replicates.  Third row shows the 2 pro-B cell gDNA biological replicates from the same BM used to derive pre-B cell gDNA/RNA #1 and #2.  Fourth row shows the 2 pro-B cell RNA biological replicates from the same BM used to derive pre-B cell gDNA/RNA #1 and #2.  Bottom row shows the 2 iEκ^-/-^ pre-B cell gDNA biological replicates.  (B) Pie charts showing the percent usage of each Jκ gene.  Jκ1 (green), Jκ2 (yellow), Jκ4 (red) and Jκ5 (blue) gene usage are illustrated for each sample along with the percent usage.  Samples arranged as in A.  WT#3 pre-B gDNA library prep utilized different Jκ PCR reverse primers as described in Materials and Methods. (C) Percent gDNA rearrangements of deletional oriented Vκ genes for each Jκ gene from sorted pro-B and pre-B cells.  Percentage for pro-B cell rearrangements are based on the total reads from 2 biological replicates.  Percentage for pre-B cell rearrangements are based on the total reads from 3 biological replicates.

**Figure S4. Pre-B cell VκJκ** **rearrangement frequencies and relationship to RSS quality score (RIC score)**.  (A) Vκ gene rearrangement frequencies arranged from Jκ-proximal (bottom) to Jκ-distal (top) of 3 independent pre-B cell gDNA biological replicates. Black bars depict deletional rearrangements while red bars depict inversional rearrangements.  The only genes excluded are those that had 0% rearrangement frequency in VκJκALL for all 3 replicates.  Repertoire graphs are arranged in the following order from top left; VκJκ1, VκJκ2, VκJκ4, VκJκ5 and VκJκALL (below VκJκ1). Dotted vertical lines are arranged at 1% and 2 % rearrangement frequency.  Error bars represent SEM.  (B) Box and whisker graph of gDNA VκJκALL rearrangement frequencies grouped by Vκ gene family.  Each blue dot represents a Vκ gene within its respective gene family.  The box for each Vκ gene family represents the 25th to 75th percentile rearrangement frequency. The line in the middle of each box represents the median rearrangement frequency. The whiskers for each Vκ gene family box extend from the minimum to the maximum rearrangement frequency. (C-D) Correlation between (C) VκJκALL or (D) VκJκ1 repertoires (at a frequency of 0.01% of greater) to RIC scores. R Pearson correlation value depicts how gene rearrangement frequency correlates with RIC score.

**Figure S5. Comparison of pre-B cell VκJκ1 gDNA to RNA repertoires** (A) VκJκ1 gDNA frequencies (left side) versus VκJκ1 RNA frequencies (right side) plotted in descending order from Jκ-distal (top) to Jκ-proximal (bottom).  Dotted vertical lines depict 1%, 2% and 15% frequencies.  Only genes that had no reads in both gDNA and RNA repertoires are excluded. (B) VκJκ1 gene (functional and pseudogene) rearrangement frequency ratio of gDNA/RNA (left side) or the reciprocal RNA/gDNA (right side) are arranged vertically as in A. Dotted vertical lines depict 1 (no difference) and 2-fold changes. Only Vκ genes that had reads in all 3 biological replicates for both gDNA and RNA are included.  (C) VκJκ1 gene ratio for IMGT-designated functional genes arranged as in B.   (D) Functional Vκ genes that are at least 2-fold greater in gDNA (left) or 2-fold greater in RNA (right) and at least 1.5-fold greater in each paired replicate comparison.  C and D, each pairing of gDNA and RNA derives from the same sorted pre-B cells. Errors bars represent SEM.

**Figure S6. Comparison of pre-B cell gDNA to RNA relative rearrangement frequency**.  (A) VκJκALL or (B) VκJκ1 repertoire grouped by Vκ gene family.  gDNA is on the left side.  RNA is on the right side. Gene families are arranged numerically from 1 (bottom) to 20 (top). (C) VκJκALL gene (functional and pseudogenes) repertoire ratios of gDNA/RNA (left side) or the reciprocal RNA/gDNA (right side) for all 3 biological replicates combined are arranged vertically from Jκ-distal (top) to Jκ-proximal (bottom).  Dotted vertical lines depict 1 (no difference) and 2-fold changes. Only genes with reads in all 3 biological replicates for both gDNA and RNA are included.  (D) VκJκALL rearrangement frequency ratios for all IMGT-classified pseudogenes comparing gDNA/RNA (left) versus RNA/gDNA (right) from all 3 paired biological replicates.  Vκ14-126 was excluded from the pseudogene list as it is really a functional gene according to IMGT.  In addition, Vκ1-35 and Vκ8-18 are also omitted as they are classified as open reading frame genes in IMGT.  The VκJκALL gDNA rearrangement frequency (percentage) for each pseudogene is listed on the right side.  Red bars indicate the presence of STOP codons, yellow bars indicate frameshift mutations, deletions and insertions, orange bar indicates a combination of stop-codons and frameshift mutations, horizontal stripes indicate lack of an initiation codon.  Pseudogenes whose defect occurs near the beginning of the gene are indicated by the location of the defect as either Leader-part 1 (L1), Leader-part 2 (L2), Initiation Codon (IC) or Octamer (Oct). Only genes which averaged at least 0.01% in the 3 gDNA replicate samples are shown.  In several instances, RNA samples that had no reads were assigned one read to be able to derive ratios.  C and D, each pairing of gDNA and RNA derives from the same sorted pool of pre-B cells.   A-D, genes with 0% frequency in both RNA and gDNA are excluded.  Errors bars represent SEM.

**Figure S7. VκJκ1 RF regression, minimum distance from Vκ gene to CTCF/Rad21 and Recursive Feature Elimination analysis**.  (A) Schematic of four non-overlapping windows used in RF analysis.  Example shown is for a Vκ gene in the deletional orientation.  Promoter window extends 500 bp upstream of leader 1 start and extends ~300 bp downstream of the leader 1 start.  Due to the slight variability in the intronic sequence length separating leader 1 and leader 2, the promoter window will be slightly different for Vκ genes.  The RSS window extends 300 bp upstream of the RSS site encompassing the coding region and 500 bp downstream of the end of the coding region.  The upstream window extends 2500 bp upstream of the promoter window.  The downstream window extends 2500 bp downstream of the RSS window. (B, C) Variable importance for each chromatin and RNA feature in a RF regression model for rearrangement frequency in (B) pre-B cell or (C) pro-B cell VκJκ1 active genes. Shown are features with significant variable importance. Mean Decrease in Node Purity (MDNP) is a measure of the decrease in accuracy if the feature is excluded. Chromatin or RNA feature is listed below bar.  Features in A derived from pro-B cells are indicated in red while features in black are from pre-B cells.  All features used in B are from pro-B cells.  (D) Distance to closest CTCF (upper scatterplot) or Rad21 (lower scatterplot) binding sites of individual Vκ genes arranged from Jκ-proximal (left) to Jκ-distal (right). Distance to closest CTCF and Rad21 sites is plotted in log2 bp.  A Vκ gene (circle) located close to a CTCF/Rad21 site will appear at the bottom of the graph whereas a Vκ gene far from CTCF/Rad21 site will appear at the top of the graph.  Genes are colored according to the IMGT designated clans they belong to.  Genes belonging to clan I are red, clan II are blue, and clan III are green. A histogram of the density of genes at each distance is shown vertically on the left. (E-I) Recursive Feature Elimination (RFE) analysis using the top 20 features from variable importance/classification analysis as input. (E) RFE of inactive and active VκJκALL genes from pre-B cell gDNA using the top 20 features from the classification analysis (Figure 3A). The y axis is a measure of model accuracy with a higher number indicating more accuracy. The x axis denotes the number of variables needed to achieve optimal accuracy. The 4 factors which together give the highest accuracy (~0.925) are RIC score, Ikaros_pre-B_RSS, PU.1_pro-B_RSS and Ikaros_pre-B_Promoter. (F) RFE analysis of active VκJκALL genes from pre-B cell gDNA using the top 20 features from the variable importance regression analysis (Figure 3B). Root Mean Square Error (RMSE) is a measure of accuracy with a lower number signifying more accuracy. The x axis denotes the number of variables needed to achieve optimal accuracy. The 3 factors which together contribute the most to a low RMSE (~0.475) are H3K4me1_pre-B_RSS, and PU.1_pro-B_RSS, and RIC score. (G) RFE analysis of functional VκJκALL RNA/gDNA pre-B cell gene ratios using the top 20 features from the variable importance regression analysis (Figure 3E). The 6 factors which together contribute most to a low RMSE (~0.52) are H3K4me1_pre-B_Promoter, Ikaros_pre-B_Promoter, EBF_pro-B_Promoter, PU.1_pro-B_Promoter, H3K9ac_Upstream, and E2A_Promoter. (H) RFE analysis of inactive and active VκJκALL genes from pro-B cell gDNA using the top 20 features from the classification analysis (Figure 6A). The 3 factors which contribute most to optimal accuracy (~0.93) are RIC score, PU.1_RSS, and H3K4me1_RSS. (I) RFE analysis of active VκJκALL genes from pro-B cell gDNA using the top 20 features from the regression analysis (Figure 6B). The 9 features that give the most accuracy (~0.75) are PU.1_RSS, H3K4me2_Downstream, YY1_Upstream, E2A_RSS, Ikaros_Downstream, H3K9ac_Promoter, PU.1_Promoter, H3K4me1_Promoter, and CTCF_RSS.

**Figure S8. Pro-B cell VκJκALL repertoire is biased to Jκ-distal Vκ genes**.  (A) VκJκALL RNA repertoire frequencies of pro-B cells (left) and pre-B cells (right) arranged from Jκ-distal (top) to Jκ-proximal (bottom).  Dotted vertical lines represent 1% and 2% rearrangement frequencies.  Brackets encompass Vκ genes Vκ19-93 to Vκ10-96.  Only genes with at least one read in either sample are shown. (B) VκJκALL RNA rearrangement frequency ratios of pro-B/pre-B (left) and pre-B/pro-B (right) arranged vertically as in A.  Dotted vertical lines represent 1 (no difference) and 2-fold changes in RNA ratio.  Only Vκ genes where both pro-B cell replicates had 0.05% frequency or greater are shown. Error bars represent SEM.  (C) Comparison of pro-B and pre-B cell VκJκALL RNA frequency in the Jκ-distal versus Jκ-proximal kappa locus region. Jκ-proximal Vκ genes include genes Vκ3-1 to Vκ13-76 (top bar graph).  Jκ-distal Vκ genes include Vκ4-77 to Vκ2-137 (bottom bar graph). Lines connect pro-B and pre-B cells from the same sorted mice. (D) VκJκALL gDNA repertoire frequencies of pro-B (left) and pre-B cells (right) arranged from Jκ-distal (top) to Jκ-proximal (bottom).  Dotted vertical lines represent 1% and 2% rearrangement frequencies. Only Vκ genes with at least 0.5% in both pro-B replicates were included. (E) VκJκALL gDNA rearrangement frequency ratios of pro-B/pre-B (left) and pre-B/pro-B (right) arranged vertically as in D.  Dotted vertical lines represent 1 (no difference) and 2-fold changes in relative gDNA rearrangement. (F) Comparison of pro-B and pre-B cell VκJκALL gDNA rearrangements in the Jκ-distal versus Jκ-proximal kappa locus region as in C.  Bottom plot compares Jκ-distal rearrangement of both replicates combined for either pro-B or pre-B cells. Error bars represent SEM.  ** represents a p value < 0.01.

**Figure S9. Repertoire gDNA and RNA ratios of pro-B cells**.  (A) Pro-B cell VκJκ1 gDNA frequencies (left side) versus pro-B cell VκJκ1 RNA repertoire frequencies (right side) plotted in descending order from Jκ-distal (top) to Jκ-proximal (bottom).  Dotted vertical lines depict 1% and 2% frequencies.  Vκ genes with at least 0.5% frequency in both pro-B cell gDNA replicate samples are included.  Vκ4-77 is a pseudogene with a stop codon and is marked by a red bar.  (B) Pro-B cell VκJκ1 gDNA/RNA ratio (left side) or reciprocal RNA/gDNA rearrangement frequency ratios (right side) are arranged vertically as in A.  Dotted vertical lines depict 1 (no difference) and 2-fold changes in either direction.  (C) Subset list from B of Vκ genes that were at least 2-fold greater in gDNA (left) or at least 2-fold greater in RNA (right) and at least 1.5-fold greater in each paired comparison.  For B and C, ratios are calculated by pairing gDNA and RNA from the same sorted pool of pro-B cells, 2 biological replicates total.  (D-F) VκJκALL data arranged as in A-C.  Errors bars represent SEM.

**Figure S10. iEκ regulates Vκ3 family gene pre-B cell rearrangements**.  (A) VκJκALL gene gDNA rearrangement frequency in WT (right) and iEκ^-/-^ (left) pre-B cells.  Labeled genes indicate differentially rearranged Vκ genes. Only Vκ genes that had reads in either WT or iEκ^-/-^ cells are listed.  (B) VκJκALL gDNA repertoire ratios comparing WT and iEκ^-/-^ pre-B cells.  Left side bars show the iEκ^-/-^/WT ratio.  Right side shows the WT/iEκ^-/-^ ratio.  Only VκJκALL genes that are at least 0.1% in WT are listed.  iEκ^-/-^ genes which had a rearrangement frequency of 0 (when paired with WT genes that had a frequency ≥ 0.1) were replaced with the frequency equivalent of 1 read.  Therefore, some of the WT/iEκ^-/-^ ratios above 1-fold are an underrepresentation of the actual difference between the two. Data for A and B are comprised of 2 WT replicates and 2 iEκ^-/-^ replicates.  For B, the replicates of WT and iEκ^-/-^ were combined to produce one value for a Vκ gene ratio. All error bars represent SEM.

How the deposited data were processed for this re-analysis (not part of the article)

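Pre-B ChIP-seq for H3K27ac, H3K4me3 and Pax5 was analysed from the peak lists the authors deposited, 1 library per list. The reads of the 3 input samples of the experiment were not used, and the authors called the Pax5 peaks against input. According to the paper's methods, the authors removed duplicate reads, trimmed adapters and aligned the reads to mm9 with Bowtie, keeping reads with up to 3 best positions. The paper's text gives MACS settings for CTCF and Rad21 only, so the settings behind the H3K27ac and Pax5 lists are not known. The score per peak in the deposited H3K27ac and Pax5 lists is the authors' peak caller's own number and was used only to rank or describe peaks within a list. The H3K4me3 list that the authors deposited holds other values than peaks with a score, namely 25 bp bins, of which those that touch were joined into regions. No score test, ranking by score or stricter list was therefore possible for H3K4me3, and the 12 score relations planned before the data were examined became 8, of which 7 gave a value. Library depth is unknown for all lists, and no counting interval is given.

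Positions refer to NCBIM37, which is the assembly mm9, with GENCODE M1 as annotation, and all peaks ended within its chromosomes. The 162 Vκ genes of Dataset S2 were matched to the annotation by name, or by a synonym in the RefSeq table of GRCm38, of which only names, gene classes and the order of genes were used. In GENCODE M1 a short fragment carries the name Igkv10-96, and the complete gene with that synonym was used in its place. Genes without an annotation were looked for with blastn 2.17.0, using annotated V exons as queries, a word size of 11 and a minimum bit score of 80. A hit was given a name only where the interval between annotated neighbours held as many unannotated hits of a Vκ family as genes missing from that family. The strings that Dataset S1 gives to tell apart similar genes were found at each of the 6 placed genes they belong to, although that of Vκ8-16 occurs at 2 places in the region and does not by itself settle its position. The windows were the paper's, with 500 bp upstream of the leader, 500 bp downstream of the V exon and 2500 bp flanks.

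Rearrangement usage came from the pooled read tables in the paper's Dataset S2, with 473911 pre-B gDNA, 2251761 pre-B RNA and 1595 pro-B gDNA VκJκALL reads. Active genes were those with at least 0.0015% of the reads, the paper's threshold. The test of active against inactive genes planned before the data were examined is void, because 67.6% of the inactive genes were placed. With active set at 1 read or at 0.01% of the reads, 65.5% and 64.3% of the inactive genes were placed, so it is void there too. Groups of genes were compared with an exact rank-sum permutation test, scores were related to usage by Pearson's r and Spearman's rho with 100000 permutations, and overlaps were set against 1000 shifts along chromosomes or 10000 shifts within the Vκ region. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. Genes are not independent replicates. The RNA/gDNA comparison used functional genes, and the list with pseudogenes kept was its alternative. Functional genes and pseudogenes were taken from the RefSeq table, which lists Vκ14-126 as a pseudogene, while the paper's methods count it as functional, and the paper's class was tried as an alternative added after the data were seen. Of the 12 planned tests of usage, those without a gene with a peak were left out of the adjustment.

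The tests were checked on simulated data, except that of Pearson's r. Of random groupings of the usage of 120 active genes, 7% passed 0.05 in the exact rank-sum test, and 99% did so when usage was raised 3 times in the group. Exchange within families passed 0.05 in 0% of simulations of 120 genes with a difference between families only. The simulated families were of equal size, unlike the Vκ families. Of simulated random lists of 500 peaks, 5% passed in the overlap test, and a planted overlap of 25% was recovered as 25.4%. Of simulated random peaks, 3% passed in the test of 140 windows, as did 3.33% of unrelated values of 120 genes in the test of Spearman's rho. Those values were continuous, while most active genes have no peak and so share the lowest score.

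The named genes are, by a rule set before the data were examined, the 7 genes drawn in Figure 3C, the 10 most used active genes, the 3 genes with the highest score in the RSS window for each list with scores, and the control genes, with the 3 highest peaks at no named gene. In Figure 3C the labels of Vκ17-127 and Vκ14-126 show another family number, and these genes were matched by their number in the locus. A control gene of that rule is not reported here. The alternatives were a list of the higher-scoring 50%, the midpoint of a peak or 50% of it as overlap, lists of equal length, a wide window, functional genes, other thresholds for active genes, VκJκ1 reads, pro-B usage, exchange within families, log10 usage, genes with a peak only and covered length. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. H3K4me1, PU.1, Ikaros, RAG1, RNA-seq and the RIC scores were not analysed here, and the Random Forest models were not refitted.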

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

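All tests given here as explanations, on H3K4me3 and on Pax5 peaks outside the windows, were chosen after the results were seen.

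The importance panels of the paper's Figure 3 draw only features with significant importance. H3K4me3 in pre-B cells is listed in Table S1 but does not appear in Figure 3 as a pre-B feature. It may still have been in the models without ranking high. A region of it lay in the RSS window of 12 active genes, whose median usage was 1.33% (the paper's Dataset S2) against 0.642% for the other 108 (exact rank-sum permutation test, p = 0.0021, adjusted p = 0.00524). The difference stayed past 0.05 when genes were exchanged only within families (permutation p = 0.00399), among functional genes (exact p = 0.0114), within the 60 active genes farthest from Jκ and the 60 nearest to it (permutation p = 0.00276, and 0.00184 within the paper's own division of the locus, into 52 and 68 active genes), and among genes where at least 90% of the 36-mers of the window occur at most 3 times in the region (exact p = 0.000509). These p-values are not adjusted. By the midpoint of the region, 7 genes had H3K4me3 in the RSS window, and the adjusted p of 0.0721 from the exact test was not past 0.05. The values argue against families, pseudogenes, position and reads aligned to more than 3 places as the whole cause of the difference found with an overlap of at least 1 bp. For aligned reads this holds only at a length of 36 bp, which was a choice, since the paper does not state the ChIP-seq read length. Among genes with a nearly unique window only 2 had a region, and the exact p of 0.188 cannot decide on shared reads. Of the 12 genes, 9 also had an H3K27ac peak, and with genes exchanged only within the groups with and without that peak, the permutation p was 0.0574. Among the 39 genes with an H3K27ac peak, those with H3K4me3 were higher in 73.3% of pairs (exact permutation p = 0.0356), so the share of H3K27ac in the difference stays open. No biological explanation was tested.

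Of the 38 Pax5 peaks between the first and the last Vκ gene, 22 lay in none of the paper's windows of a placed gene. Only 2 of the 22 overlapped an H3K27ac peak, against 14 of the 16 at a window and 79.3% of Pax5 peaks across the genome. Their median score was 138 (144.6 at windows, exact rank-sum permutation test, p = 0.872), and 8 of the 22 were above the median score of the whole list, against 1 of the 16. The 17 Vκ genes that were not placed have no windows here, so whether any of the 22 peaks lies at one of them is not known, and with the higher-scoring 50% of the list 9 Pax5 peaks were left in the region. The comparison of scores did not find the 22 peaks to be weaker. No other cause and no biological explanation was tested.

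The Pax5 peak with the highest score near the locus lay from 70685456 to 70686161 on chromosome 6, 8705 bp after the end of Igkc in intergenic sequence. Its score of 1107.27 is rank 514 of the 15445 peaks in the list. H3K27ac peaks lay from 70684628 to 70685601 and from 70685802 to 70686783, overlapping it on both sides. It was chosen after its values were seen, and the paper's text does not report on a Pax5 peak there. The paper discusses a 3′ enhancer of the locus (3′Eκ) but gives no position for it. Whether the peak lies in that enhancer was not examined, so it cannot be called a new site. No technical or biological explanation was tested.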

How the results depend on the processing

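No paired analysis was possible because each list comes from 1 library. Annotated genes only, the sets of genes with a nearly unique window or a window of few copies, exchange within equal numbers of genes far from and near to Jκ, exchange within the paper's division of the locus, functional genes by the paper's classes and joining H3K4me3 bins across gaps were added after the data were seen. The H3K4me3 list has no score, so the alternatives by score were not run on it, and the test of active against inactive genes gave no value under any setting. The values below are adjusted p-values unless stated.

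For H3K27ac in the RSS window, the higher usage of active genes with a peak kept its direction and stayed past 0.05 under every alternative run, with adjusted p-values from 1.64e-08 to 0.000446. The 6 overlaps of lists stayed past 0.05 under all alternatives run, with ratios from 23.7 to 69.8. Lists of equal length were not run for the pairs of H3K4me3 and Pax5. With H3K4me3 bins joined across gaps of up to 100 bp, there were 17979 regions in place of 23237.

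With the higher-scoring 50% of each list, 34672 H3K27ac and 7722 Pax5 peaks were left by construction, of which 40 and 9 lay in the Vκ region. Pax5 then lost its excess in the RSS and promoter windows (1 for both), its difference in usage in both (0.933 for both, 1 gene with a peak), its Spearman relation (0.934 for both), and its Pearson relation, which also changed sign (0.975 for both). H3K27ac in the downstream window went from more to fewer genes than the shifts gave (1). The number of genes with a peak shows why the Pax5 values moved.

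With the midpoint of a peak, usage was no longer different for H3K27ac in the upstream window (0.0886), H3K4me3 in the RSS (0.0721) and promoter windows (0.137) and Pax5 in the promoter window (0.0627). The Pearson relation of Pax5 in the promoter window (0.0611) and the Spearman relation of H3K27ac in the upstream window (0.0618) were no longer past 0.05. Pax5 in the downstream window, with 1 gene, passed for usage (0.0417) and Spearman (0.0288), both toward lower usage, and changed sign for Pearson (0.156). The RNA/gDNA ratio changed direction for H3K27ac and Pax5 (0.793 for both). The cause was not tested.

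With exchange within families, H3K27ac in the upstream window, H3K4me3 in the promoter window and Pax5 in the promoter window came to 0.0506 each. Pax5 in the RSS window came to 0.0429, and to 0.0515 when the planned tests without a gene with a peak were counted in the adjustment. Its side of 0.05 therefore depends on that choice. So does that of H3K27ac in the upstream window under 2 other alternatives. It went from 0.0448 to 0.0537 with annotated genes only, and from 0.0439 to 0.0526 with active set at 0.01% of the reads. With log10 usage, the adjusted p of the Pearson relation of H3K27ac in the upstream window came to 0.0504 and that of Pax5 in the downstream window changed sign (0.266), as it did with covered length (0.248). With pro-B usage, H3K27ac in the upstream window was no longer past 0.05 (0.133), H3K27ac in the downstream window was (0.00596), and Pax5 in the downstream window changed direction (0.0476). That last result also changed direction with functional genes (0.224 for usage, 0.201 for Spearman), with functional genes by the paper's classes (0.222 and 0.200), with active set at 0.01% of the reads (0.207 and 0.186) and with annotated genes only (0.206 and 0.185). It rests on 1 gene in each, too few to decide. The cause was not tested.

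Among genes with a peak only, no score relation was past 0.05. For H3K27ac, the adjusted p of Pearson's r was 0.175 in the RSS and promoter windows and 0.235 in the upstream window, and that of Spearman's rho was 0.336 in the RSS and upstream windows and 0.391 in the promoter window. For Pax5 the adjusted p-values were 0.831 (RSS) and 0.831 (promoter, sign changed) for Pearson, and 0.882 (RSS) and 0.972 (promoter) for Spearman. The downstream window of H3K27ac changed sign in both (0.831 and 0.882). This setting leaves fewer genes, 39 for H3K27ac and 14 for Pax5 in the RSS window.

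Among the 28 active genes with a nearly unique window, usage was no longer different for H3K4me3 in the RSS and promoter windows and Pax5 in the promoter window (0.263 each) and for Pax5 in the RSS window (0.939), with 2 or 3 genes that carry the peak. The adjusted p-values of the Pearson and Spearman relations of Pax5 were 0.880 and 0.925 in the RSS window and 0.133 and 0.217 in the promoter window. H3K27ac in the downstream window changed direction (0.939, 0.880 and 0.925). Among the 95 genes with a window of few copies, H3K27ac in the upstream window came to 0.0643. With annotated genes only, H3K4me3 in the promoter window came to 0.0599. For the RNA/gDNA ratio, direction changed for H3K27ac and H3K4me3 with the wide window (0.397 for both), for H3K4me3 and Pax5 with pseudogenes kept (0.922 for both), and for Pax5 with annotated genes only (0.952). No RNA/gDNA difference was past 0.05 under any alternative run.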

Differences from the paper's values

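The counts that were compared with the paper's values did not differ. The paper gives 125 active Vκ genes, 37 inactive ones and 24 pseudogenes among the active ones. The same numbers came from Dataset S2 with the gene classes of the RefSeq table. Whether the pseudogenes are the same set is not known. The RefSeq table lists Vκ14-126 as a pseudogene and the paper's methods count it as functional, and with that change there were 23. The importance values of Figure 3 come from models that were not refitted, so they are on no common scale with the tests used here. Pre-B H3K4me3 is in none of the panels of Figure 3 as a feature. Its importance panels draw only features with significant importance, so this absence does not mean that the mark was left out of the models. In a comparison by that mark alone, active genes with a region of it in the RSS window had a higher median usage (1.33% against 0.642%, adjusted p = 0.00524 from an exact permutation test). By the midpoint of the region, the adjusted p from that exact test was 0.0721.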

Other observations

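Of the tests below, those on families, pseudogenes and position were set before any result per gene was seen, though after a first look at where the peaks lie in the locus. Those on shared reads, on reads with more than 3 places, on H3K27ac peaks at the same genes and on the scores of peaks outside the windows were chosen after, and the ways of dividing the locus are added alternatives.

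The higher usage of active genes with an H3K27ac peak in the RSS window stayed past 0.05 with exchange within families (permutation p = 2.0e-05), among genes functional in the RefSeq classes (exact p = 7.81e-06), with exchange within the 60 active genes farthest from Jκ and the 60 nearest to it (permutation p = 1.0e-05, the smallest 100000 resamples can give), among the 28 genes with a nearly unique window (exact p = 5.47e-05) and among the 95 genes with a window of few copies (exact p = 3.28e-09). These values argue against each of these as the whole cause. The ChIP-seq cells lack RAG and the usage was measured in other mice. Without RAG, the H3K27ac peaks in these cells lie on genes that have not rearranged, so rearrangement did not produce them. Whether the mark comes before rearrangement in mice with RAG, or affects usage, is not tested by the lists, with 1 library each.

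For Pax5 in the RSS window, the difference stayed past 0.05 with exchange within families before adjustment (permutation p = 0.0172), among functional genes (exact p = 0.000876), within the same groups of 60 genes (permutation p = 0.00059, and 0.00084 within the paper's own division of the locus) and among genes with a window of few copies (exact p = 0.00127). Only 3 genes with a nearly unique window had a Pax5 peak (exact p = 0.939), too few to decide on shared reads. With genes exchanged only within the groups with and without an H3K27ac peak, the permutation p was 0.101. Among the 39 genes with an H3K27ac peak, the 12 that also had Pax5 had a median usage of 1.62% (the paper's Dataset S2) against 1.15% for the other 27 (exact permutation p = 0.0452). Whether Pax5 adds to H3K27ac stays open. The permutation p of 0.101 was not past 0.05, and the exact p of 0.0452, which is not adjusted, was. Of the 14 genes, 12 carry both.

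Of the 7 genes drawn in Figure 3C, 4 had an H3K27ac peak in the RSS window and none had a Pax5 peak there. The highest Pax5 score in an RSS window was 278.2, at Vκ15-103, a gene with a usage of 0.790% (the paper's value).

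The highest H3K27ac scores at no named gene were 330.0, on chromosome 5 from 22937566 to 22940173 over an exon of 5031425E22Rik, and 314 and 309 at copies of U1 on chromosome 12. For Pax5 they were 3214 at Pabpc1, 3136 at Csf2ra and 3100.0 at Dnpep, each over an exon. Of the 101 H3K27ac peaks in the Vκ region, 66 lay at a window of a placed gene, with a median score of 8.16, and 35 at none, with 7.37 (exact rank-sum permutation test, p = 0.0253, not adjusted).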
